# Mettl3-mediated mRNA m^6^A methylation promotes dendritic cell activation

**DOI:** 10.1038/s41467-019-09903-6

**Published:** 2019-04-23

**Authors:** Huamin Wang, Xiang Hu, Mingyan Huang, Juan Liu, Yan Gu, Lijia Ma, Qi Zhou, Xuetao Cao

**Keywords:** Cell signalling, Antigen-presenting cells, Epigenetics in immune cells

## Abstract

N6-methyladenosine (m^6^A) modification plays important roles in various cellular responses by regulating mRNA biology. However, how m^6^A modification is involved in innate immunity via affecting the translation of immune transcripts remains to be further investigated. Here we report that RNA methyltransferase Mettl3-mediated mRNA m^6^A methylation promotes dendritic cell (DC) activation and function. Specific depletion of *Mettl3* in DC resulted in impaired phenotypic and functional maturation of DC, with decreased expression of co-stimulatory molecules CD40, CD80 and cytokine IL-12, and reduced ability to stimulate T cell responses both in vitro and in vivo. Mechanistically, Mettl3-mediated m^6^A of CD40, CD80 and TLR4 signaling adaptor Tirap transcripts enhanced their translation in DC for stimulating T cell activation, and strengthening TLR4/NF-κB signaling-induced cytokine production. Our findings identify a new role for Mettl3-mediated m^6^A modification in increasing translation of certain immune transcripts for physiological promotion of DC activation and DC-based T cell response.

## Abstract (web summary)

Here the authors examine how m^6^A modification is involved in innate immunity. They show that RNA methyltransferase Mettl3-mediated mRNA m^6^A methylation promotes dendritic cell (DC) activation and function, and in promoting DC-based T cells responses.

## Introduction

Post-transcriptional modifications of mRNAs, including N^6^-methyladenosine (m^6^A), 5-methylcytosine (m^5^C), and pseudouridine (ψ), are involved in the epigenetic regulation of multiple cellular processes, with broad roles in influencing mRNA stability, translation, and translocation^1–5^. As the most prevalent post-transcriptional modification on mammalian mRNA, the systemic and dynamic regulation of m^6^A is coordinated by multiple writer/eraser components. It is catalyzed mainly by a large RNA methyltransferase complex containing the methyltransferase-like (METTL) enzymes METTL3 and METTL14, Wilms tumor 1-associated protein (WTAP)^6,7^, among which METTL3 is in charge of catalyzing m^6^A formation, METTL14 is involved in binding target mRNA, and WTAP is responsible for the localization into nuclear speckles of the complex^7–9^; and removed by two demethylases: fat mass and obesity-associated protein (FTO) and α-ketoglutarate-dependent dioxygenase AlkB homolog 5 (ALKBH5)^10,11^. Recently, several new members are identified belonging to METTL3–METTL14–WTAP complex; RBM15/RBM15B is reported to recruit this complex to certain mRNA and lncRNA XIST to promote m^6^A formation^12^; KIAAI1429 and ZC3H3 are identified to regulate m^6^A methylation and play distinct functions in different cells^13,14^. Moreover, a group of m^6^A readers, such as YTH-domain family (YTHDF)1 and YTHDF2, could recognize m^6^A, and promote the translation and degradation of m^6^A-modified mRNAs, respectively^15,16^. Emerging evidence indicates that m^6^A modification regulates multiple biological pathways, such as stem cell differentiation, tumorigenesis, and viral replication by mediating RNA decay^17–20^. Recently, m^6^A is shown as an important mechanism of the host immune cell distinguishing self and non-self and also could be hijacked by a virus to evade immune response^21–23^; however, this role of m^6^A in innate immunity cannot be explained by a RNA degradation mechanism. Thus, it needs further investigation whether m^6^A has other physiological functions in mammalian cells, especially in immune cells, via RNA degradation-independent mechanism.

Dendritic cells (DC) are specialized antigen-presenting cells (APCs) linking innate and adaptive immune response^24–26^. DC is crucial for initiating adaptive immune responses for elimination of invading pathogens and also in inducing immune tolerance toward harmless components to maintain immune homeostasis^27,28^. The induction of immune activation or tolerance by DC strictly depends on distinct subsets of DCs at different maturation stages^29,30^. Generally, immature DC (imDC) induces immune tolerance, mature DC (maDC) stimulates and activates immune response, while regulatory DC (DCreg) downregulates immune responses via suppression of T-cell responses^31^. The dysregulation of DC activation at distinct stages is well known to be closely linked to multiple inflammatory, autoimmune, and other diseases^29,32^. Although transcriptional networks governing DC development and function have been intensively investigated^33–36^, the epigenetic mechanisms, especially the role of mRNA m^6^A modification in this process, remain to be fully understood. Therefore, identifying the role of m^6^A methylation in controlling DC activation is critical for better understanding of immune response and will also have important clinical implications.

It is well accepted that membrane co-stimulatory molecules, including CD40, CD80, and CD86, which could be upregulated by LPS stimulation, directly modulate the function and the stage of DC in their antigen presentation and T-cell activation. However, as multiple cells could respond to LPS stimulation, it is still unclear why only professional APCs, such as maDC, highly and continually express these co-stimulatory molecules after activation in response to innate stimuli. Molecular profiling of the imDC, maDC, and DCreg, the three kinds of DC at sequential but distinct maturation and differentiation stages, is a well-established cellular model for dynamically investigating the mechanisms of immune activation and regulation by DC at different subsets and stages^37^. In this study, we utilized DC maturation and a differentiation model, including bone marrow-derived imDC, LPS-stimulated BMDC (maDC), and DCreg, to investigate the expression patterns and biological roles of m^6^A modification in the maturation and function of DC. We demonstrate that mettl3 catalyzes m^6^A of CD40, CD80, and Tirap during DC maturation, and increases their translation efficiency to promote DC activation and function in promoting T-cell activation. Our study shed new light on the epigenetic regulation of innate immunity via m^6^A-mediated methylation of the related immune transcripts. In addition, our study provided a new mechanism why APC, once matured and activated, preferentially expresses a higher level of co-stimulatory molecules for efficiently initiating immune response.

## Results

### m^6^A modification level is increased during DC maturation

We first investigated the abundance of m^6^A and m^6^A writers/erasers in the three sequential but distinct DC subsets: bone marrow-derived imDC, LPS-stimulated BMDC (maDC), and DCreg. HPLC–MS/MS and dot-blot experiments revealed that the m^6^A modification level was significantly increased in maDC compared with that in imDC and DCreg (Fig. 1a). In line with this dynamic change of m^6^A modification level, m^6^A methyltransferases Mettl3, Mettl14, and Wtap were also increased in maDC (Fig. 1b). We then profiled the transcriptome-wide mRNA m^6^A modification in two replicates of imDC, maDC, and DCreg using m^6^A immunoprecipitation together with high-throughput sequencing (meRIP-seq). 

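The meRIP-seq experiment held 12 libraries, an anti-m6A immunoprecipitate (IP) and an input for each of 2 replicates of imDC, maDC and DCreg. imDC were CD11c-selected cells grown from bone marrow with GM-CSF and IL-4, maDC had received LPS at 100 ng/ml for 24 h, and DCreg were maDC kept with spleen endothelial cells for 7 days. The sample labels give a TruSeq kit for replicate 1 of imDC and of maDC and NEBNext Ultra, the only library kit the paper's methods name for meRIP-seq, for the other 4. The order of the replicates in the lists was taken to be that of the labels. The authors aligned the reads to mm10 with TopHat2 2.0.14, extended them to 150 bp and counted them in 100-bp windows at 10-bp steps on the longest isoform of each gene. A window was kept at an FDR under 1% from edgeR and a log2 enrichment of at least 1 in both replicates, and overlapping windows were merged into an m6A peak. Each DC type therefore has 1 list of peaks called jointly on both replicates, and a difference in counts between lists carries no replicate error. The log2 enrichment given for a peak in each replicate is the authors' value, IP over input with each count divided by that of the median window of the same transcript in its library. It was used to describe, rank and filter the peaks of a list, and to compare replicates at peaks shared by 2 lists. Peak positions are counted in nucleotides from the 5′ end of the RefSeq transcript, and genome positions are those of GRCm38, the assembly also named mm10. Peaks were assigned to genes through the RefSeq transcript, and 9077 of the 9142 transcripts were found in the annotation. The number of reads per library is unknown, and the lists name only transcripts with a peak, so the absence of a peak cannot be told apart from the absence or rarity of the transcript.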

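Peaks of each list were ranked by the lower of their 2 replicate values, and some of the highest are named here. Strength in both replicates was thus part of the choice. In maDC, a peak of Pde4b, a phosphodiesterase that degrades cAMP, had a log2 enrichment of 5.61 in replicate 1 and 6.14 in replicate 2, and a peak of the ubiquitin ligase Arih1 had 5.79 and 5.60. In DCreg, a peak of the transcription factor Zeb2 had 6.05 and 7.66, and a peak of Nrp1, a receptor of semaphorins, had 5.56 and 6.74. In imDC, a peak of the RNA-binding protein Pcbp2 had 8.74 and 5.28. Across all peaks of a list, Pearson's r of the log2 enrichment between the replicates was 0.398 in imDC, 0.642 in maDC and 0.503 in DCreg, and Spearman's rho was 0.353, 0.581 and 0.434. The median absolute difference between the replicates of a peak was 0.56 in imDC, 0.44 in maDC and 0.59 in DCreg on the log2 scale. These are correlations across peaks, which are not independent replicates, and the lists hold only peaks that reached the threshold in both replicates.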

The correlations between two biological replicates were mostly over 0.85, which shows a strong correlation. High-confidence m^6^A peaks were enriched in transcripts of 6004, 7990, and 6624 genes in imDC, maDC, and DCreg, respectively. 

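The imDC list held 10517 peaks on 6041 genes, the maDC list 17316 peaks on 8049 genes and the DCreg list 13145 peaks on 6658 genes. Of the 9141 genes with a peak in any type, 4589 had a peak in all 3, while 1234 had a peak in maDC alone, 276 in imDC alone and 613 in DCreg alone. Protein-coding genes made up 5937, 7887 and 6539 of the genes in imDC, maDC and DCreg. The mean number of peaks per gene was 1.74 in imDC, 2.15 in maDC and 1.97 in DCreg, and genes with a single peak made up 55.9%, 43.0% and 49.4%. Kmt2d, a histone H3 lysine methyltransferase with a long transcript, carried 18 peaks in imDC and 15 in maDC, the most of any gene in these lists. In DCreg the most were the 12 peaks of Macf1, which links microtubules to actin. At a log2 enrichment of at least 2 in both replicates, 2350 genes in imDC, 4104 in maDC and 3359 in DCreg had a peak.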

Further motif enrichment analysis revealed that m^6^A peaks identified above shared a common sequence element GGACU (Fig. 1c) and the CDS segment harbored the largest fraction of peaks (Supplementary Fig. 1a). 

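By the positions that the authors list, GGACT, the DNA form of GGACU, was in 31.4% of all imDC peaks, 33.1% of all maDC peaks and 28.0% of all DCreg peaks. It was then searched in the peaks of transcripts whose reference sequence held GGACT in peaks only where the authors list it. Among these peaks it was present in 29.3% of 9289 in imDC (95% exact binomial interval 28.4 to 30.3), 31.3% of 15300 in maDC (30.5 to 32.0) and 26.0% of 11640 in DCreg (25.2 to 26.8). Windows of the same length placed at random outside the peaks of the same transcripts held it in 18.3%, 17.3% and 17.0% (exact McNemar test, two-sided, p = 1.65e-70, 2.36e-182 and 6.00e-65). The excess was smaller against the peak sequences themselves shuffled with their dinucleotides kept, which held it in 25.8%, 24.3% and 23.2% (p = 7.66e-09, 2.07e-46 and 9.62e-08 from the same exact test). Peaks at the stop codon held the motif most often, in 42.0% in imDC, 40.8% in maDC and 37.0% in DCreg, by the motif positions that the authors list for all peaks. Peaks in the 5′UTR held it in 22.9%, 25.8% and 22.5%. The coding sequence (CDS) was the largest class in each type, with 37.3% of the peaks in imDC, 38.1% in maDC and 47.1% in DCreg, followed by the 3′UTR with 22.8%, 27.4% and 28.6%. The wider motif RRACH was in 89.4% of imDC peaks against 91.6% of their random windows, 92.8% against 91.5% in maDC and 92.9% against 90.6% in DCreg (exact McNemar p = 9.55e-08, 2.53e-05 and 3.63e-11), a deficit in imDC and an excess in the other types. DRACH, wider still, was in 92.9% against 96.7% in imDC, 95.8% against 96.7% in maDC and 96.1% against 95.8% in DCreg. The p values cover the chance placement of sequence only, since the peaks of a list are not replicates.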

A metagene profile revealed m^6^A peaks around the transcription start site and stop codon site in DC (Fig. 1d), consistent with previous studies^38^. 

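Each peak was placed by its centre in 10 bins of the 5′UTR, 50 of the CDS and 40 of the 3′UTR. The bin with the most peaks on the 3′ side was bin 61, the first of the 3′UTR, in every DC type, with 2.84% of the peaks in imDC, 3.67% in maDC and 2.93% in DCreg. St8sia4, a polysialyltransferase that modifies CCR7, had such a peak across its stop codon in maDC, with a log2 enrichment of 5.18 in replicate 1 and 5.30 in replicate 2. On the 5′ side the top bin was bin 6 in imDC, inside the 5′UTR, and bin 12 in maDC and DCreg, just past the start codon. In imDC the 5′UTR of Rab5a, a GTPase of early endosomes, held a peak with 5.06 and 4.97. Bins 1 to 15, from the transcription start to the early CDS, held 29.3% of the peaks in imDC (95% exact binomial interval 28.4 to 30.3), 20.9% in maDC (20.3 to 21.6) and 14.7% in DCreg (14.1 to 15.4). Bins 56 to 65, around the stop codon, held 18.6%, 22.6% and 20.1%. The middle of the CDS, bins 31 to 45, held 11.0%, 11.5% and 14.6%. The profile used 9152 peaks in imDC, 15065 in maDC and 11488 in DCreg, and the intervals cover counting error only, not the difference between replicates.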

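Of the genes with a peak in maDC, 2487 (30.9%) had none in imDC, while 479 imDC genes had none in maDC. Against DCreg, 2207 maDC genes (27.4%) had no DCreg peak, and 816 genes had a peak in DCreg and none in maDC. Among the strongest peaks of genes without an imDC peak were those of the alarmin Hmgb1, the mycobacterial glycolipid receptor Clec4e and the IL-13 receptor chain Il13ra1, with log2 enrichments of 4.47 and 4.17, 3.88 and 4.13, and 3.86 and 4.82 in replicates 1 and 2. Among those without a DCreg peak were the neutrophil chemokine Cxcl3 (4.73 and 4.91), the antiviral enzymes Rsad2 (4.49 and 4.74) and Cmpk2 (4.39 and 4.71) and the IL-2 receptor chain Il2ra (4.56 and 4.34). Proinflammatory cytokines showed the largest excess against DCreg, with 9 of 13 genes, Il12b, Il15, Il1b, Il1f9, Il23a, Il6, Lif, Tnfsf15 and Il1rn, the antagonist of the IL-1 receptor, which the list also holds (odds ratio 7.09, Fisher's exact test, two-sided, adjusted p = 0.0108). Against imDC the count was 7 of 13, which did not pass (adjusted p = 0.289). Genes of the mitochondrial ribosome and translation passed in both comparisons, with 27 of 49 against imDC (odds ratio 3.31, adjusted p = 0.00106) and 25 of 49 against DCreg (odds ratio 3.30, adjusted p = 0.00120), with Mtrf1l and Gfm1, which act in mitochondrial translation, in both. Interferon-stimulated genes such as Usp18 and Ifi44 did not pass (19 of 47 against DCreg, adjusted p = 0.127, and 13 of 47 against imDC, adjusted p = 1), nor did chemokines and their receptors (6 of 18 in each comparison, adjusted p = 0.806 and 0.674). The 29 lists were written before the data were examined, the background was the 9141 genes with a peak in any DC type, and p was adjusted over 58 tests by the Benjamini-Hochberg method. At a log2 enrichment of at least 1.5 the cytokines no longer passed against DCreg (odds ratio 2.41), nor did the mitochondrial genes against imDC (2.15). A missing peak can stand for an absent or rare transcript, so these excesses cannot be told apart from differences in expression.

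**Figure D1:**
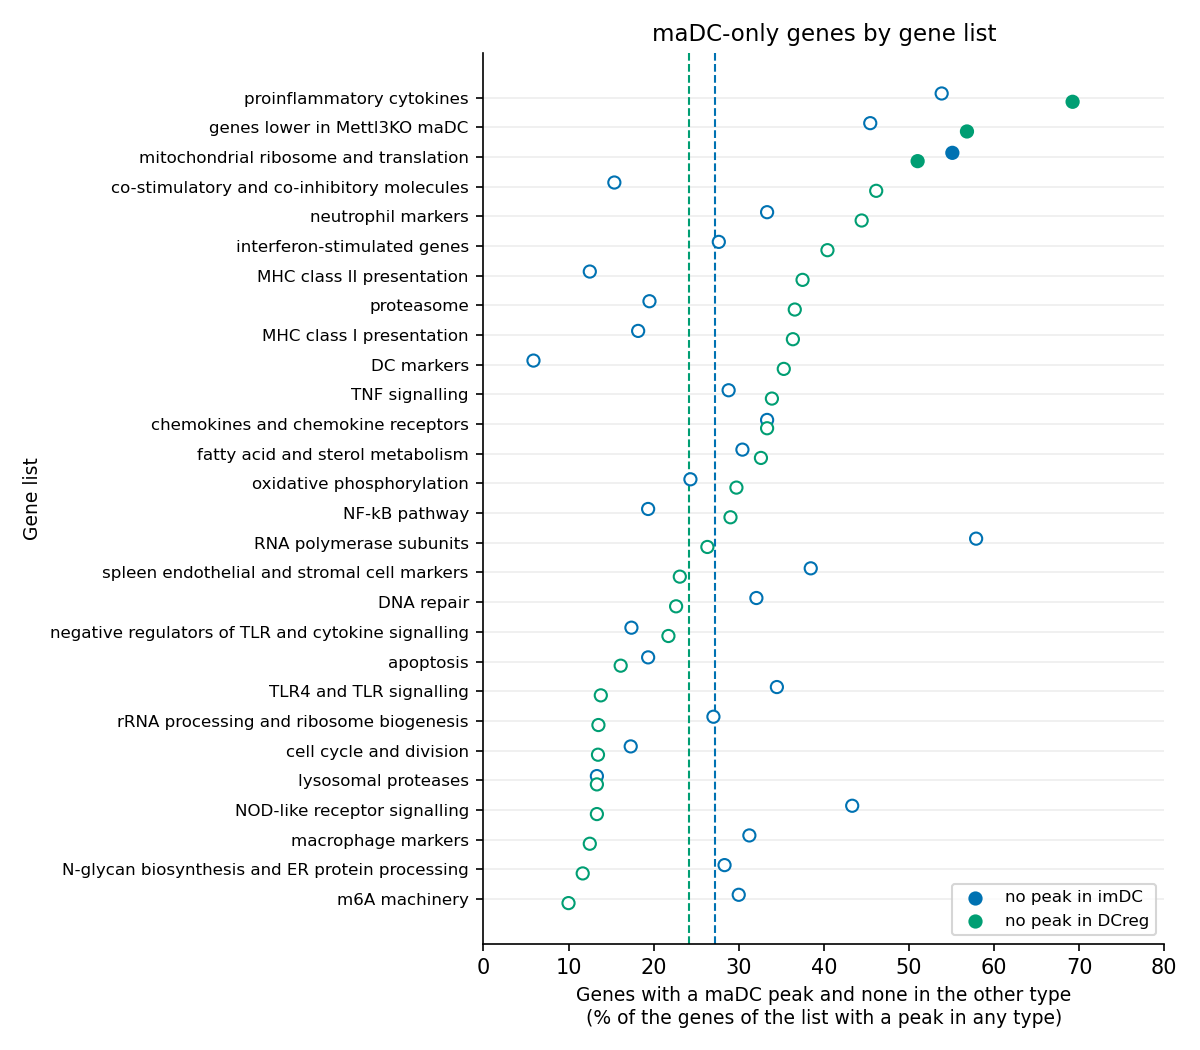
Share of the genes of each list that had a peak in maDC and none in imDC (blue) or DCreg (green), in percent of the genes of the list with a peak in any DC type. Dashed lines mark the share over all 9141 genes, 27.2% against imDC and 24.1% against DCreg, and filled points, at an adjusted p under 0.05, are the mitochondrial genes in both comparisons and the cytokines and the genes lower in Mettl3KO maDC against DCreg. The last of these lists was chosen by mRNA level in maDC.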

In line with the increase of the m^6^A level in maDC, m^6^A peaks were enriched in more transcripts in maDC, which were clustered in the immune system and inflammation response as analyzed by GO enrichment (Fig. 1e). Specifically, multiple newly appeared m^6^A peaks in maDC were enriched in transcripts of NOD-like receptor (NLR) signaling pathway and TNF signaling pathway (Supplementary Fig. 1b) when compared with imDC, while enriched in transcripts of the TNF signaling pathway and NF-κB signaling pathway when compared with DCreg (Supplementary Fig. 1b). 

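Of 30 genes of NLR signaling with a peak in any DC type, 13 had a peak in maDC and none in imDC. They included the inflammasome genes Nlrp3, Nlrc4, Naip5, Naip6 and Casp1, with a log2 enrichment at Casp1, the protease that cleaves pro-IL-1β, of 3.29 in replicate 1 and 3.35 in replicate 2. The peak of Nlrc4 had 2.41 and 3.14, and that of Nlrp3 2.09 and 2.24. In TNF signaling, 17 of 59 genes had a maDC peak and no imDC peak, among them the chemokine Ccl2 (3.51 and 2.59), the kinase Map3k14 (2.14 and 2.25) and the cyclooxygenase Ptgs2 (2.07 and 2.59). Against DCreg, 20 of 59 genes of TNF signaling had a maDC peak only, including the protease Mmp9 (3.20 and 4.46) and the Notch ligand Jag1 (2.93 and 3.13). In the NF-κB pathway, 9 of 31 genes had a maDC peak and no DCreg peak, among them the transcription factors Rel and Relb, the kinases Chuk and Map3k14, and the adaptors Traf1 and Traf2. Traf2 had 3.50 and 3.62, Traf1 2.35 and 3.28, and Rel 2.78 and 2.45. With the genes that had a peak in any DC type as background, the excess did not pass for NLR signaling (odds ratio 2.05, Fisher's exact test, two-sided, p = 0.0622, adjusted p = 0.301) or TNF signaling (odds ratio 1.08, adjusted p = 0.950) against imDC, or for TNF signaling (odds ratio 1.62, adjusted p = 0.350) or the NF-κB pathway (odds ratio 1.29, adjusted p = 0.753) against DCreg. With all protein-coding genes as background each of the 4 passed, at odds ratios of 4.40, 2.71, 3.90 and 3.64, and at a log2 enrichment of at least 1.5 none passed, at odds ratios of 2.04, 0.882, 1.24 and 1.93 in the same order. The other pairs were 4 of 30 for NLR signaling against DCreg (adjusted p = 0.607) and 6 of 31 for the NF-κB pathway against imDC (adjusted p = 0.674). From these pathways, and from the place of NF-κB downstream of NLR and TNF signaling, the paper proposes a potential role of m6A in the immune response of maDC, above all in NF-κB activation.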

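All 13 co-stimulatory and co-inhibitory molecules with a peak in any DC type had a peak in maDC, while 11 had a peak in imDC and 7 in DCreg. Those with a maDC peak and no DCreg peak were Cd40, Lgals9, Pdcd1lg2, Slamf1, Tnfrsf9 and Tnfsf4, and the strongest after Cd40 was Pdcd1lg2, a ligand of PD-1, with a log2 enrichment of 3.85 in replicate 1 and 4.60 in replicate 2. This was 6 of 13 genes (odds ratio 2.70, Fisher's exact test, two-sided, adjusted p = 0.350), against 2 of 13 in the comparison with imDC (adjusted p = 0.753), and neither passed. Proinflammatory cytokines had a peak in maDC for 13 genes, in imDC for 6 and in DCreg for 4. Il23a, a subunit of IL-23, had 2.28 and 1.85 in maDC, Tnfsf15 2.83 and 2.84, and Lif, an IL-6 family cytokine, 2.65 and 3.28. Ikbkg, the scaffold of the IκB kinase, had a peak of 2.16 and 2.17 in maDC and none in imDC. In TLR signaling, 28 genes had a peak in maDC, 18 in imDC and 25 in DCreg. Irf3, Irf7, Ly96 and Tbk1 had a peak in maDC and in neither of the other types, and Tlr6, with 1.85 and 2.69, had none in imDC. The TLR counts did not pass (10 of 29 against imDC, adjusted p = 0.674, and 4 of 29 against DCreg, adjusted p = 0.615), nor did those of negative regulators of TLR and cytokine signaling (4 of 23, adjusted p = 0.674, and 5 of 23, adjusted p = 1) or apoptosis genes (6 of 31 and 5 of 31, adjusted p = 0.674 in both). Antigen presentation did not pass either, with 4 of 22 and 8 of 22 genes for MHC class I (adjusted p = 0.704 and 0.607) and 2 of 16 and 6 of 16 for MHC class II (adjusted p = 0.615 and 0.607).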

NF-κB is the major downstream regulator of NLR, TNF signaling pathway and plays a pivotal role in the induction of co-stimulatory molecules and proinflammatory cytokines during DC maturation; these data hint a potential role of m^6^A in immune response of maDC, especially in the NF-κB activation.

**Fig. 1:**
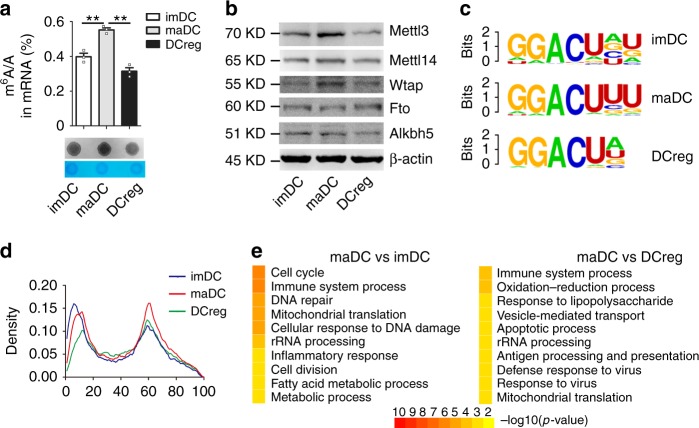
m^6^A modification level increases in DC maturation. **a** m^6^A level of imDC, maDC, and DCreg mRNA detected by HPLC–MS/MS (up) and dot-blot assays (down). **b** Indicated proteins level in imDC, maDC, and DCreg. **c** Sequence motifs identified within m^6^A peaks of imDC, maDC, and DCreg of two biological replicates with the lowest *p*-value. **d** Distribution of m^6^A peaks across the length of mRNA. Regions of 5’UTR, CDS, and 3′UTR are binned into 10, 50, and 40 segments according to the relative length, respectively, and the percentage of m^6^A peaks fall within each bin. **e** GO enrichment analysis in the biological process category of transcripts bearing m^6^A modification only in maDC compared with that in imDC (left) or that in DCreg (right). Data are shown as mean±SEM (up panel of a) of three determinants, and from one representative of three independent experiments (down panel of a, b). *P < 0.05 and **P < 0.01 (Student’s *t-*test, two-tailed)

### Mettl3 promotes DC maturation in a m^6^A catalytic activity-dependent manner

m^6^A modification is catalyzed by a RNA methyltransferase complex, while Mettl3 functions as the predominant catalytic subunit^8,9^. Previous studies showed that knockdown of *Mettl3* resulted in apoptosis of human HeLa cells and HepG2 cells, and disruption of *Mettl3* homologs led to a lethal phenotype in mice^7,17,38^. To further explore the role of m^6^A in DC maturation and function in vivo, we generated *Mettl3* conditional knockout mice with specific deletion of *Mettl3* exon2~4 in DC by Cre recombinase expressed from the DC-specific *CD11c* promoter (*Mettl3*^fl/fl^CD11c-Cre mice). The mRNA and protein levels of Mettl3 were both abolished in *Mettl3*^fl/fl^ CD11c-Cre (*Mettl*3KO) DC (Supplementary Fig. 2a, b). Moreover, the m^6^A level was significantly decreased in *Mettl3*KO DC as compared with *Mettl3*^fl/fl^ (*Mettl3*WT) DC (Supplementary Fig. 2c). The frequency of CD11c-positive cells in the splenocytes and bone marrow-derived DC (BMDC) from *Mettl3*WT mice and *Mettl3*KO mice was similar (Supplementary Fig. 2d). In addition, no apoptosis was observed in BMDC, either from *Mettl3*WT or *Mettl3*KO mice (Supplementary Fig. 2e). These data indicate that deficiency of *Mettl3* did not affect DC generation from precursor cells or its apoptotic process.

Next, we sought to examine the effect of *Mettl3* deficiency on DC activation and function. As shown in Fig. 2a, b and Supplementary Fig. 3a, *Mettl3*KO splenic DC had decreased expression of MHC class II (I-A^b^) and co-stimulatory molecules CD86, CD80, and CD40, and impaired production of proinflammatory cytokines IL-6, TNF-α, and IL-12p70 in response to LPS stimulation. The decreased expression of CD86, I-A^b^, CD80, and CD40 was also observed in *Mettl3*KO splenic DC after *Listeria monocytogens* infection (Supplementary Fig. 3b). *Mettl3*KO BMDC also expressed lower levels of CD86, I-A^b^, CD80, and CD40, and produced less IL-6, TNF-α, and IL-12p70 in response to LPS stimulation (Fig. 2c, d). To explore whether the impaired phenotype and cytokine production of *Mettl3*KO DC was caused by disruption of m^6^A modification, we performed rescue experiments in *Mettl3*KO DC by transfection with lentiviruses encoding wild-type *Mettl3* (M3_Wt) or catalytic mutant *Mettl3* (D394A and W397A, M3_Mut)^39^, respectively (Fig. 2e). While overexpression of M3_Wt could restore the expression of CD86, I-A^b^, CD80, and CD40 and the secretion of IL-6, TNF-α, and IL-12p70 in LPS-stimulated *Mettl3*KO DC, overexpression of a catalytic mutation M3_Mut had no such effects (Fig. 2f, g). These data indicate that Mettl3 promotes the maturation phenotype and proinflammatory cytokine secretion of DC, depending on its m^6^A catalytic activity.

**Fig. 2:**
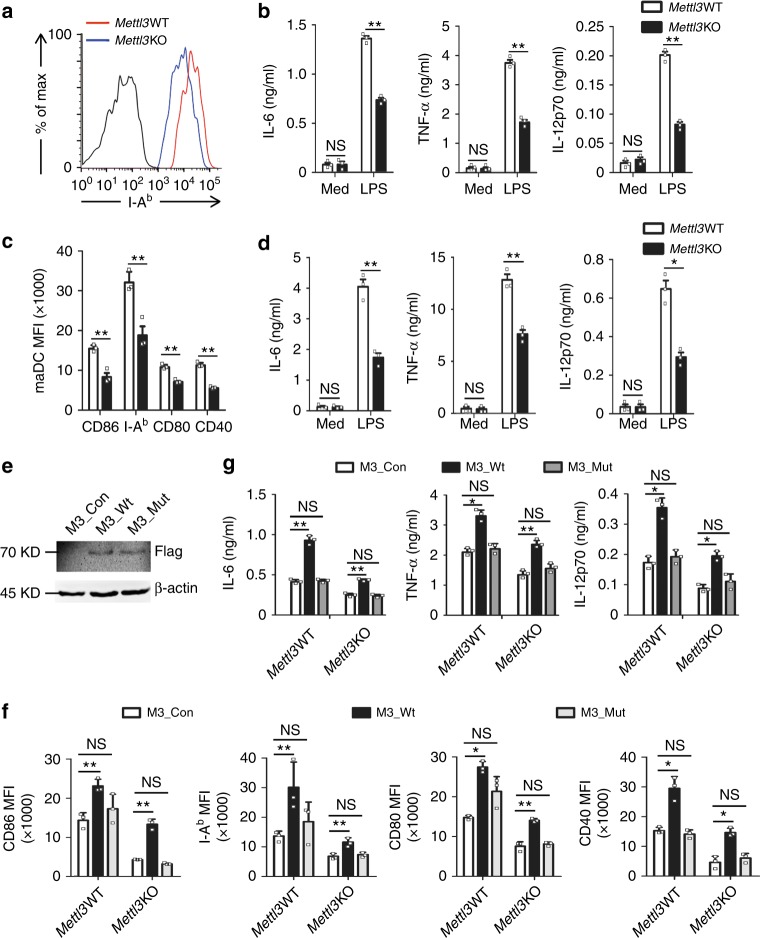
Mettl3 promotes DC maturation in a m^6^A catalytic activity-dependent manner. **a** Expression of I-A^b^ of LPS-stimulated *Mettl3*WT and *Mettl3*KO splenic DC. **b** Cytokines in supernatants of splenic *Mettl3*WT and *Mettl3*KO DC treated with medium alone (Med) or LPS (100 ng/ml) for 24 h. **c** Expression of phenotypic markers of *Mettl3*WT and *Mettl3*KO maDC shown as median fluorescence intensity (MFI). **d** Cytokines in supernatants of *Mettl3*WT and *Mettl3*KO BMDC treated with medium alone (Med) or LPS (100 ng/ml) for 24 h. **e** Expression of Flag or β-actin in the whole-cell lysates of *Mettl3*KO BMDC transfected with lentiviruses overexpressing control (M3_Con) or Flag-tagged wild-type Mettl3 (M3_Wt) or catalytic mutation of Mettl3 (M3_Mut). **f** Expression of surface markers of *Mettl3*WT and *Mettl3*KO maDC transfected with lentiviral vectors overexpressing control (M3_Con) or wild-type Mettl3 (M3_Wt) or catalytic mutation of Mettl3 (M3_Mut). **g** ELISA of cytokines in supernatants of *Mettl3*WT and *Mettl*3KO DC treated as in **f**. Data are from one representative of three independent experiments (**a**, **e**) and shown as mean±SD (**c**, **f**, and **g**) or SEM (**b**, **d**) of three determinants. *P < 0.05, **P < 0.01, NS, not significant (Student’s *t*-test, two-tailed)

### Mettl3 promotes DC function in T-cell activation in a m^6^A catalytic activity-dependent manner

We next analyzed the function of *Mettl3*KO DCs to promote T-cell proliferation in vitro and in vivo. As expected, *Mettl3*KO maDC had an impaired ability to initiate the proliferation and IFN-γ production of allogeneic CD4^+^ T cells, which could be restored by overexpression of M3_Wt but not M3_Mut in vitro (Fig. 3a, b). Furthermore, we transferred the recipient CD45.1^+^ wild-type mice with CD45.2^+^CD4^+^OT-II T cells, followed by immunization with unpulsed or OVA_(323–339)_-pulsed *Mettl3*WT or *Mettl3*KO DC 1 day later. The abundance of CD45.2^+^CD4^+^ T cells in the draining popliteal lymph nodes was analyzed by flow cytometry 4 days later. Consistent with the in vitro experiment, immunization with *Mettl3*KO DC resulted in significantly reduced proliferation of CD45.2^+^CD4^+^ T cells in the recipient mice, only one-third of that in recipient mice immunized with *Mettl3*WT DC (Fig. 3c). Overexpression of M3_Wt, but not M3_Mut, in OVA_(323–339)_-pulsed *Mettl3*WT and *Mettl3*KO DC both induced a larger amount of CD45.2^+^CD4^+^ T cells in the recipient mice (Fig. 3c). These data indicate that Mettl3 is required for DC function in promoting T- cell proliferation via its m^6^A catalytic activity, both in vitro and in vivo.

**Fig. 3:**
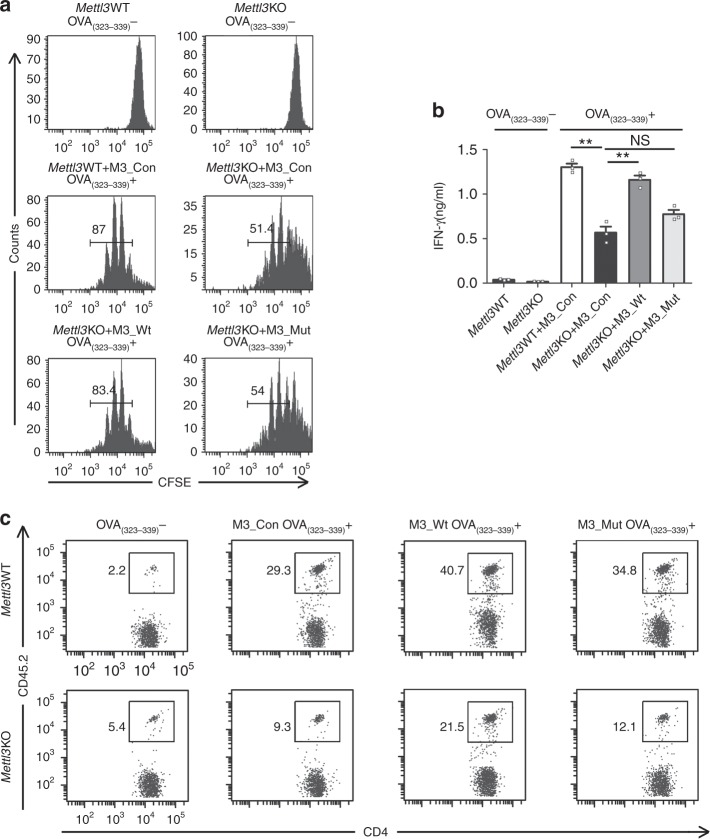
Mettl3 promotes DC function in priming T cells in a m^6^A catalytic activity-dependent manner. **a** Proliferation of CFSE-labeled OT-II CD4^+^ T cells incubated with *Mettl3*WT DC transfected with M3_Con or *Mettl3*KO DC transfected with M3_Con, M3_Wt, and M3_Mut and then pulsed with or without OVA_(323–339)._ **b** IFN-γ production of CFSE-labeled OT-II CD4^+^ T cells incubated with *Mettl3*WT DC transfected with M3_Con or *Mettl3*KO DC transfected with M3_Con, M3_Wt, and M3_Mut pulsed with or without OVA_(323–339)._ **c** In vivo proliferation of CD45.2^+^CD4^+^ OT-II T cells in recipient mice immunized with *Mettl3*WT or *Mettl3*KO DC, which were transfected with M3_Con, M3_Wt, and M3_Mut  and then pulsed with or without OVA_(323–339)._ Data are from one representative of three independent experiments (**a**, **c**) and shown as mean±SEM (**b**) of three determinants. **P < 0.01, NS, not significant (Student’s *t-*test, two-tailed)

### Mettl3 strengthens innate response and NF-κB signaling during DC maturation

Next, we sought to investigate the molecular mechanism of Mettl3 in promoting DC maturation and activation via m^6^A modification. We performed RNA-sequencing (RNA-seq) analysis on maDC from *Mettl3*KO mice and littermate *Mettl3*WT control mice. Consistent with our observations, deficiency of *Mettl3* caused downregulation of the downstream effector molecules of the TLR4/NF-κB pathway, such as MHC class II molecule H2-Eb2, cytokines IL-6 and IL-12b mRNA level (Fig. 4a), which was also validated by qPCR (Fig. 4b). In both replicates of RNA-seq, the downregulated transcripts (Supplementary Table 1) in *Mettl3*KO DC compared with *Mettl3*WT DC were enriched in immune responses, especially the innate inflammatory response to LPS (Fig. 4c). Since multiple studies have revealed the association between m^6^A and mRNA decay, we first wondered whether the decreased IL-6, IL-12b, and H2-Eb2 mRNA level resulted from accelerated mRNA decay. We conducted a genome-wide measurement for mRNA stability change in maDC of *Mettl3*WT and *Mettl3*KO mice. However, there was no difference in the lifetime of all the downregulated genes in *Mettl3*KO DC, including IL-6, IL-12b, and H2-Eb2 (Fig. 4d), among which IL-6 and H2-Eb2 had m^6^A modification peaks (Supplementary Fig. 4a). 

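In maDC, Il6 had 1 peak across the stop codon, at nucleotides 682 to 836, which the authors list as 3′UTR, with a log2 enrichment of 2.11 in replicate 1 and 1.34 in replicate 2, and none in imDC or DCreg. H2-Eb2, an MHC class II beta chain, had 3 peaks in maDC. They lay in the CDS at 65 to 312 (1.23 and 2.66) and 421 to 639 (2.24 and 2.67) and in the 3′UTR at 2948 to 3109 (2.10 and 2.86). Its 2 imDC peaks were in the 3′UTR, and the later of them, at 2935 to 3101 (1.03 and 2.99), overlapped the maDC peak there. The difference at this peak, maDC minus imDC, was 0.47 (standard error 0.66, adjusted p = 0.985 from limma) and did not pass. Il12b, which encodes the p40 subunit of IL-12, is listed without a gene symbol, and its RefSeq transcript, NM_001303244, had 2 peaks in maDC. The first, at 57 to 235 from the start codon on, had 1.61 and 2.02 and held 2 GGACT motifs, and the second, in the 3′UTR at 2100 to 2255, had 1.21 and 1.27. Of the 54 genes in Supplementary Table 1, which the paper chose as lower in Mettl3KO maDC, 41 had a peak in maDC (75.9%, 95% exact binomial interval 62.4 to 86.5), 22 in imDC (40.7%, 27.6 to 55.0) and 19 in DCreg (35.2%, 22.7 to 49.4). In 25 of the 44 with a peak in any type it was in maDC and not in DCreg (odds ratio 4.17, Fisher's exact test, two-sided, adjusted p = 0.000194). In 20 of the 44 it was in maDC and not in imDC (odds ratio 2.24, adjusted p = 0.0964 from the same test), which did not pass. Of all 9141 genes with a peak in any type, 8049 had one in maDC. The list was chosen by mRNA level in maDC, so its genes are expressed there and need not be in imDC or DCreg. An excess of maDC-only peaks can follow from that choice alone. Il12b, Il1f9, Il6 and Lif are also in the cytokine list.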

RNA decay assays confirmed the degradation level of IL-6 and IL-12b, and H2-Eb2 mRNA was comparable between *Mettl3*WT DC and *Mettl3*KO DC (Supplementary Fig. 4b). These data suggested that the decreased IL-6 and IL-12 mRNA level in *Mettl3*KO DC may result from decreased transcription activity rather than accelerated mRNA degradation.

**Fig. 4:**
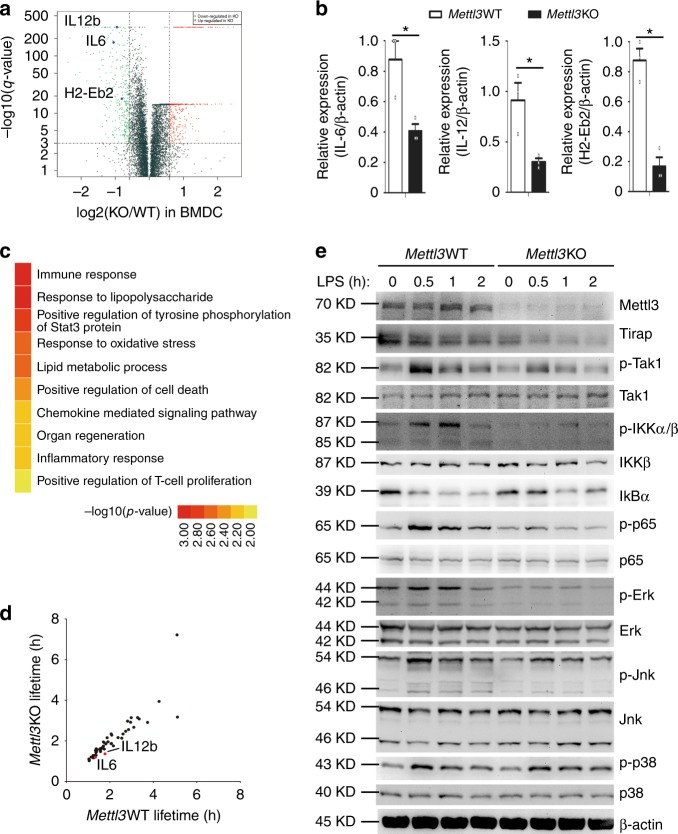
Mettl3 strengthens innate response and NF-κB signaling during DC maturation. **a**, **b** RNA-seq (**a**) and qPCR (**b**) shows that IL-6, IL-12, and H2-Eb2 are among the most significantly downregulated genes in LPS-stimulated *Mettl3*KO over *Mettl3*WT DCs. **c** GO enrichment analysis of transcripts with more than 1.5-fold expression in *Mettl3*WT DC than that in *Mettl3*KO DC in the biological process category. **d** Calculated lifetime of the downregulated genes as in **c**. **e** Expression of phosphorylated (p-) and total signaling proteins in whole-cell lysates of *Mettl3*WT and *Mettl3*KO DC stimulated with LPS for various times (above lanes). Data are from one representative of three independent experiments (**e**) and shown as mean ± SEM (**b**) of three determinants. *P < 0.05 (Student’s *t* test, two-tailed)

We thus suspected that *Mettl3*KO DC might have a defect in TLR4/NF-κB signaling pathway, which had caused the decreased IL-6 and IL-12 mRNA level. We measured the protein expression and phosphorylation level of NF-κB pathway signaling molecules. As expected, upon LPS stimulation, *Mettl3*KO DC had significantly decreased phosphorylation of the signaling molecules TAK1, IKKα, IKKβ, ERK, JNK, and the NF-κB subunit p65, than did *Mettl3*WT DC (Fig. 4e). Notably, Tirap, an important adaptor in the TLR4/NF-κB signaling pathway promoting TLR4 recruitment of Myd88, upstream of TAK1 in the signaling pathway, had a lower protein level in LPS-stimulated *Mettl3*KO DC (Fig. 4e), which indicated that Mettl3 might promote the NF-κB signaling through Tirap during DC maturation and activation.

### Mettl3 promotes the translation of Tirap, CD80, and CD40 mRNA in vivo

We next wondered whether Mettl3 regulates the expression of Tirap, CD80, and CD40 via m^6^A-dependent mechanisms. We found that Tirap mRNA level was similar in *Mettl3*KO DC compared with *Mettl3*WT DC (Fig. 5a), CD40 and CD80 had similar mRNA level but decreased protein level in *Mettl3*KO DC (Fig. 5a). 

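Tirap, the adaptor that brings MyD88 to TLR4, had 4 peaks in maDC. The first lay in the CDS at nucleotides 708 to 889 of NM_001177845, with a log2 enrichment of 1.05 in replicate 1 and 2.41 in replicate 2. The other 3 lay in the 3′UTR at 1461 to 1660 (1.43 and 2.24), 1831 to 1970 (1.15 and 1.49) and 2431 to 2594 (1.82 and 1.05). Tirap had no peak in imDC and 2 in DCreg, at 821 to 960 (1.85 and 1.36) and 1521 to 1660 (1.73 and 1.53). Cd40 had a strong maDC peak at 883 to 1049 of NM_011611, across the stop codon, with 4.84 and 4.49, and a weaker one in the 3′UTR at 1310 to 1481 with 3.00 and 2.16. In imDC it had peaks at nearly the same places, with 4.18 and 4.51 and with 1.52 and 2.51, and in DCreg none. Cd80 had 3 peaks in maDC, in the CDS at 380 to 554 of NM_009855 (1.42 and 1.78) and in the 3′UTR at 1194 to 1293 (2.78 and 2.63) and 1294 to 1469 (3.45 and 2.52). The imDC peaks of Cd80 had 1.89 and 1.73 in the CDS and 4.06 and 3.34 in the 3′UTR, and its DCreg peak, in the 3′UTR, 2.88 and 2.16. Between maDC and imDC none of the 4 shared peaks of Cd40 and Cd80 passed (adjusted p from 0.985 to 0.996 from limma, 2 replicates per type). The differences were 0.32 and 0.56 for Cd40 (standard errors 0.76 and 0.67) and -0.22 and -0.72 for Cd80 (standard errors 0.45 and 0.71). On simulated data limma recovered 38 of 100 log2 changes of 2, so this does not show equal enrichment.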

All these three molecules (Tirap, CD40, and CD80) were m^6^A modified in maDC (Fig. 5b), and the m^6^A modification level was greatly reduced in *Mettl3*KO maDC, using Socs1 m^6^A as the positive control, which has been identified in DC and T cells previously^40^ (Fig. 5c and Supplementary Fig. 5). As m^6^A modification has been reported to affect mRNA translation in some studies^16,41^, we suspected whether Mettl3 promotes the protein expression of Tirap, CD80, and CD40 at translation levels. So we performed two replicates of genome-wide ribosome profiling to detect mRNA translation efficiency. We found that Tirap, CD80, and CD40 all had a lower translation efficiency in *Mettl3*KO maDC compared with that in *Mettl3*WT maDC (Fig. 5d, e), which was verified by qPCR of ribosome-associated RNA separated from 80 S monosome fraction of *Mettl3*WT and *Mettl3*KO maDC lysates (Supplementary Fig. 6). These results indicated that the mRNA of Tirap, CD80, and CD40 had a decreased translation efficiency in *Mettl3*KO maDCs in vivo.

**Fig. 5:**
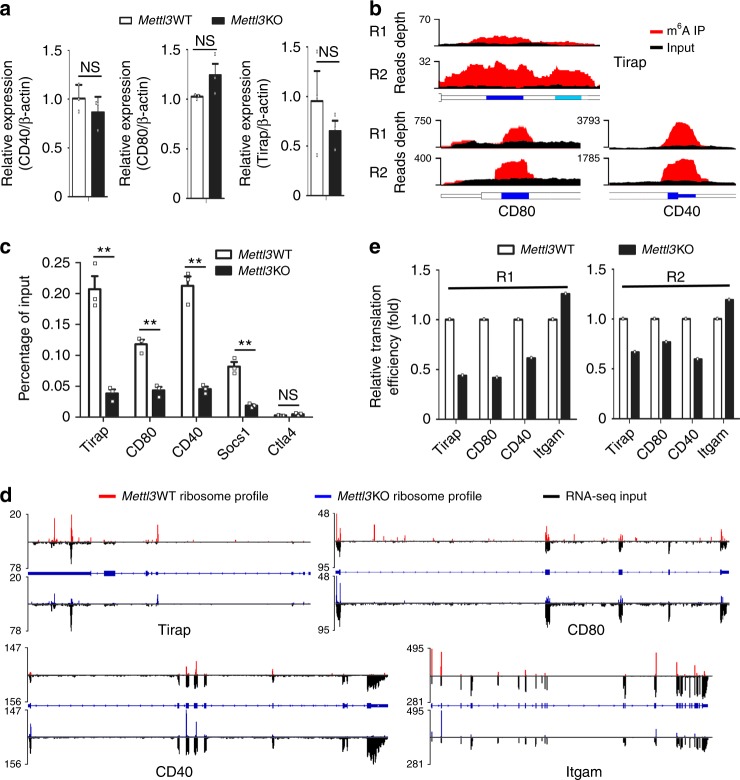
Mettl3 promotes the translation of Tirap, CD80, and CD40 mRNA in vivo. **a** Indicated mRNA expression in *Mettl3*WT or *Mettl3*KO maDC. The results are normalized by mouse β-actin and presented relative to those of *Mettl3*WT mature DC, set as 1. **b** m^6^A peaks marked in blue are enriched in the 3′UTRs of Tirap and CD40, CDS of CD80 genes from m^6^A RIP-seq data in maDC. R1 and R2 were representative of meRIP replicate1 and replicate2. **c** m^6^A RIP-qPCR shows that Tirap, CD80, and CD40 are m^6^A modified in *Mettl3*WT maDCs rather than those in *Mettl3*KO maDC. **d** Ribosome profiles of Tirap, CD80, and CD40 mRNAs. **e** Calculated translation efficiency of the indicated genes shows that Tirap, CD80, and CD40 are translationally decreased in *Mettl3*KO maDC. R1 and R2 were representative of ribosome profile replicate1 and replicate2. Data from one representative of two independent replicates (**e**) and shown as mean±SEM (**a**, **c**) of three determinants. **P < 0.01, NS, not significant (Student’s *t* test, two-tailed)

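On GRCm38, the Cd40 peak at the stop codon in maDC spans 165070854 to 165071020 of chromosome 2, in the last of the 9 exons of its transcript. The CDS of this transcript of 1683 nucleotides ends at nucleotide 942. The Tirap peak at nucleotides 1461 to 1660 lies in exon 7 of 7 on the minus strand of chromosome 9, from 35187480 to 35187679, in the 3′UTR, which begins after nucleotide 1229. The Cd80 peak in the CDS spans 38473888 to 38474062 of chromosome 16, in exon 2 of 5, and the adjoining pair in the 3′UTR lies in exon 5, from 38486426 to 38486701.

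**Figure D2:**
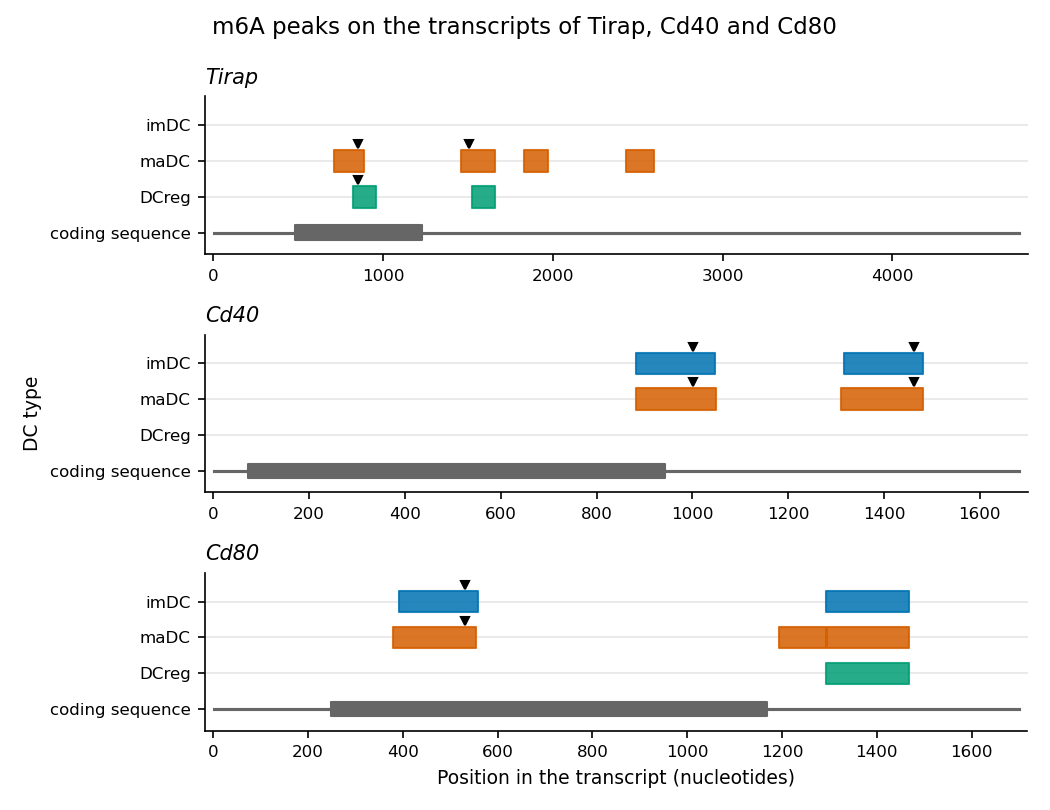
Peaks of Tirap, Cd40 and Cd80 in imDC, maDC and DCreg, by position in the transcript in nucleotides. The grey bar is the CDS, triangles mark the A of each GGACT in a peak, and Tirap has no bar in imDC and Cd40 none in DCreg.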

### Mettl3 promotes the translation of Tirap, CD80, and CD40 mRNA in vitro

To further confirm whether the decreased translation of Tirap, CD80, and CD40 mRNA was caused by reduced m^6^A modification level, we conducted luciferase reporter and mutagenesis assays. We found that compared with mutant Tirap-3′UTR (Tirap_Mut) and mutant CD40–3′UTR (CD40_Mut) with A of the m^6^A sites substituted with G, ectopically expressed constructs bearing wild-type Tirap-3′UTR (Tirap_Wt) and wild-type CD40–3′UTR (CD40_Wt) substantially increased the luciferase activity (Fig. 6a, b) but with similar mRNA expression of Firefly luciferase (Fig. 6d). Similarly, overexpression of wild-type CDS of CD80 (CD80_Wt) resulted in higher protein levels but similar mRNA levels of Flag-CD80 compared with mutant CDS of CD80 (CD80_Mut) with a synonymous mutation with G substituted with T to disrupt the RRACH motif (Fig. 6c, d). Moreover, meRIP qPCR assays confirmed that overexpressed Tirap_Wt, CD80_Wt, and CD40_Wt had high abundance of m^6^A modification, while Tirap_Mut, CD80_Mut, and CD40_Mut contained no m^6^A modification in the mutated m^6^A sites (Fig. 6e). Taken together, Mettl3-mediated m^6^A modification promotes the translational expression of Tirap, CD80, and CD40 both in vivo and in vitro.

**Fig. 6:**
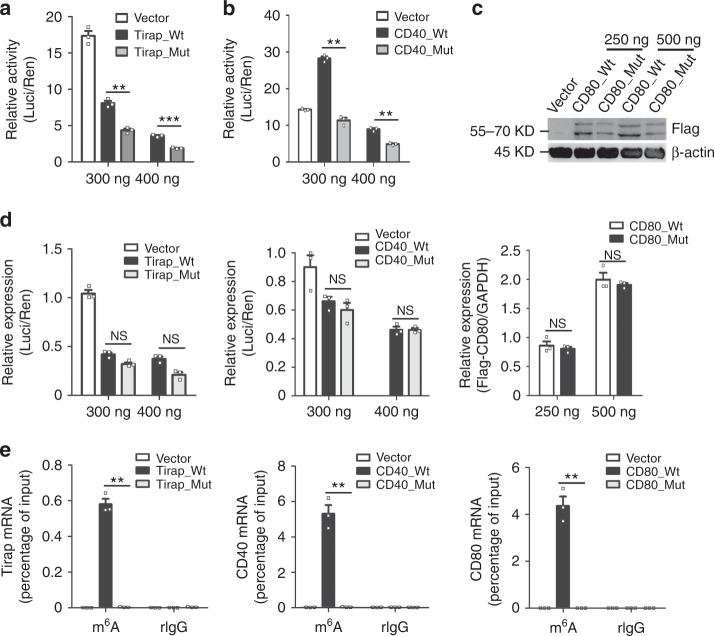
Mettl3 promotes the translation of Tirap, CD80, and CD40 mRNA in vitro. **a**, **b** Relative luciferase activity of pMIR-REPORT with empty pMIR (Vector), wild-type, or the m^6^A site mutation of Tirap-3′UTR (Tirap_Wt and Tirap_Mut) (**a**) or of CD40-3′UTR (CD40_Wt and CD40_Mut) (**b**) transfected into HEK293T cells. Firefly luciferase activity (Luci) was measured and normalized to Renilla luciferase activity (Ren). **c** Flag expression in HEK293T cells transfected with either wild-type CD80-CDS (CD80_Wt) or its m^6^A site mutation (CD80_Mut). Numbers below plot in (**a**, **b**) and above plot in **c** indicate the amount of transfected plasmids. **d** mRNA level of Firefly luciferase in HEK293T cells transfected with empty pMIR (Vector) or plasmids bearing wild-type (Wt) Tirap 3′-UTR (left) or CD40 3′-UTR (middle) either, or their m^6^A site mutation 3′UTR (Mut). The results were normalized by Renilla luciferase and presented relative to those transfected with a vector, set as 1. Right: mRNA level of Flag-CD80 CDS in HEK293T cells transfected with either wild-type CD80-CDS (CD80_Wt) or its m^6^A site mutation (CD80_Mut). Results were normalized by human GAPDH and presented relative to those transfected with CD80 (250 ng), set as 1. Numbers below indicate the amount of plasmids used for transfection. **e** RIP assay of m^6^A-modified Tirap, CD80, and CD40 mRNA fragments retrieved by m^6^A antibody in HEK293T transfected with wild-type or m^6^A site mutant Tirap-3′UTR, CD80-CDS, and CD40–3′UTR. Data from one representative of three independent experiments (**c**), and shown as mean ± SEM (a, b, d, e) of three determinants. **P < 0.01, ***P < 0.001, NS, not significant (Student’s *t*-test, two-tailed)

### m^6^A-dependent translational enhancement of CD40 and CD80 is positively associated with Ythdf1

Considering the above lifetime sequencing (Fig. 4d) and ribosome-profiling data (Fig. 5d, e), we wondered whether the m^6^A reader protein Ythdf1, which had been reported to enhance translation of targeted transcripts^42,43^, was associated with the increased translation of CD40 and CD80. Immunoprecipitation (IP) experiments revealed that Ythdf1 associated with CD40_Wt or CD80_Wt mRNA more efficiently than with the CD40_Mut mRNA and CD80_Mut mRNA, respectively, indicating Ythdf1 could recognize the m^6^A-modified mRNAs we analyzed (Fig. 7a–c). Consistently, lentivirus-mediated knockdown of *Ythdf1* decreased the protein expression of CD40 and CD80 in maDC of *Mettl3*WT mice (Fig. 7d, e), but not of the m^6^A-deprived CD40 and CD80 in *Mettl3*KO mice (Supplementary Fig. 7). These data suggested a role of Ythdf1 in promoting the translation of CD40 and CD80 mRNA.

**Fig. 7:**
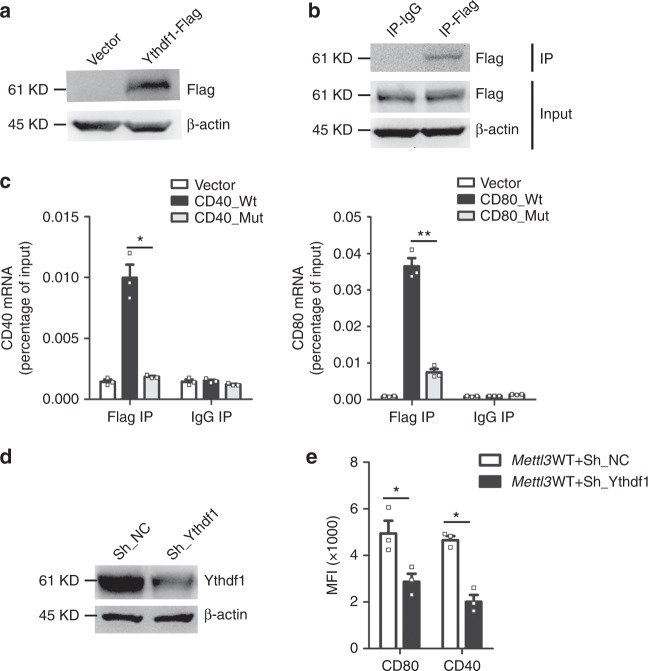
m^6^A-dependent translational enhancement of CD40 and CD80 is positively associated with Ythdf1. **a** Expression of Flag-Ythdf1 transfected into HEK293T cells. **b** Immunoprecipitation (IP) of the Flag-Ythdf1 in HEK293T cells transfected with Flag-Ythdf1 plasmid. **c** RIP-qPCR of the Flag-Ythdf1-associated RNA in HEK293T cells co-transfected with Ythdf1 and CD40_Wt or CD40_Mut (left), or in HEK293T cells co-transfected with Ythdf1 and CD80_Wt or CD80_Mut (right). **d** Expression of Ythdf1 in sorted *Mettl3*WT maDC transfected with negative control Sh_plasmid (Sh_NC) or Sh_Ythdf1. **e** Protein expression of CD40 and CD80 in *Mettl3*WT maDC transfected with negative control Sh_plasmid (Sh_NC) or Sh_Ythdf1. Data are from one representative of three independent experiments (**a**, **b**,** d**) and shown as mean ± SEM (**c**, **e**) of three determinants. *P < 0.05, **P < 0.01 and NS, not significant (Student’s *t-*test, two-tailed)

In conclusion, we demonstrate that Mettl3-mediated m^6^A of CD40, CD80, and Tirap plays an important role in promoting DC activation and maturation: the upregulated expression of CD40 and CD80 contributes to increased antigen presentation and T-cell stimulation by DC, and the higher expression of Tirap contributes to strengthened TLR4/NF-κB signaling and increased secretion of proinflammatory cytokines (Supplementary Fig. 8).

## Discussion

Here, we identified an important role of Mettl3-mediated m^6^A modification in promoting maturation and activation of DC via upregulating translation of the key transcripts in DC, including CD40, CD80, and the TLR signaling adaptor Tirap. Dysregulation of DC-mediated immune activation and tolerance is closely associated with various pathological conditions and DC vaccine represents a promising strategy for treatment of cancer and infectious diseases. The identification of Mettl3, as a positive regulator of DC function and TLR4 signaling, may have great relevance to the pathogenesis of diseases related with DC dysfunction, and may facilitate cancer immunotherapy, such as adoptive infusion of DC vaccine or design of potent cellular adjuvant.

We showed that Ythdf1 recognizes m^6^A in CD40, CD80, and Tirap transcripts and promotes their protein translation. Recent studies have uncovered new m^6^A readers and their diversified functions. YTHDF1 and YTHDF2 are the most studied readers, promoting mRNA translation by associating with translation initiation factors or mediating mRNA degradation by cooperating with RNA-processing proteins, respectively^15,16,43^. Other readers include YTHDC1 and YTHDC2, which exert important roles in affecting mRNA splicing and translocation and increasing mRNA translation efficiency^44,45^. A newly identified m^6^A reader family containing IGF2BP1, IGF2BP2, and IGF2BP3 regulates gene expression by enhancing the stability of its targets^46^. Prrc2a, another novel m^6^A reader, controls oligodendrocyte specification and myelination by stabilizing target mRNA^47^. Our lifetime-sequencing data indicated no difference of mRNA decay between *Mettl3*WT and *Mettl3*KO BMDC; therefore we focus on Ythdf1, the only reader protein that particularly regulates mRNA translation, for further investigation. However, we did not exclude the potential binding or function of other readers in the m^6^A-modified transcripts of mature DC, which require further investigations.

Increasing studies show that m^6^A displays variable functions during innate immunity and inflammation, via cooperation with distinct m^6^A writers and readers. A recent study conducted in human foreskin fibroblasts indicated that inhibition of the m^6^A writer METTL3 and reader YTHDF2, led to an increase in the induction of interferon-stimulated genes after virus infection and showed that the m^6^A of murine *Ifnb* mRNA accelerated its mRNA degradtion^48^. Another finding suggested that METTL14 depletion reduced virus reproduction and stimulated dsDNA- or HCMV-induced IFNB1 mRNA accumulation by increasing both nascent IFNB1 mRNA production and stability^49^. Consistently, our RNA-seq data revealed upregulated ISGs in LPS-stimulated *Mettl3*KO BMDC. One recent study reported that antitumor immunity was controlled through mRNA m^6^A methylation and YTHDF1 in DCs. They demonstrated that loss of YTHDF1 in classical DCs enhanced the cross-presentation of tumor antigens and the cross-priming of CD8^+^ T cells in vivo by binding to lysosomal protease transcripts and increasing their translation^42^. In our study, we showed decreased DC activation and function for promoting CD4^+^ T-cell proliferation after inhibition of m^6^A modification. The discrepancy in DC function upon m^6^A inhibition might be explained by different experimental models; however, these studies indicate an indispensable but flexible role of m^6^A in innate immune response and antitumor immunity.

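Cell cycle and division genes were in excess among the genes with a peak in DCreg and none in maDC, with 17 of 52 genes (odds ratio 5.04, Fisher's exact test, two-sided, adjusted p = 7.81e-05). They included the mitotic kinase Cdk1, its cyclin Ccnb1, the condensin genes Ncapd2, Ncapg, Ncaph and Smc2, and Cdk6, which drives entry into S phase, with a log2 enrichment of 2.53 in replicate 1 and 2.95 in replicate 2. The list of spleen endothelial and stromal markers was in excess too, with 6 of 13 genes (odds ratio 8.80, adjusted p = 0.0143 from the same test). All 6 were matrix genes, Col1a1, Col1a2, Col3a1, Col4a1, Fn1 and Sparc, and Fn1 also had 1 peak in imDC. Of the 20 endothelial genes of the list, 0 had a DCreg peak and no maDC peak, while 5 had a peak in maDC and 3 in DCreg. Against DCreg, 3 of the 13 genes were maDC-only, Eng and Pecam1 among them. At a log2 enrichment of at least 1.5 neither list passed (odds ratios 2.72 and 6.40). Transcripts of both lists may be absent or rare in maDC, so neither excess can be told apart from a difference in expression. Macrophage markers gave 4 of 16, C1qa, Cd163, Gas6 and Mrc1 (adjusted p = 0.559), DC markers 2 of 17 (adjusted p = 1) and neutrophil markers 0 of 9 (adjusted p = 1). For DNA repair, 11 of 53 genes had a DCreg peak only, among them Brca1, Bard1, Chek1 and Fancm, which did not pass (odds ratio 2.69, Fisher's exact test, p = 0.00626, adjusted p = 0.121), while with all protein-coding genes as background it passed at an odds ratio of 5.01. No list passed among the genes with a peak in imDC and none in maDC, where cell cycle had 5 of 52 and DNA repair 3 of 53. In the other direction, with a peak in maDC and none in the other type, cell cycle had 9 of 52 against imDC and 7 of 52 against DCreg (adjusted p = 0.407 and 0.309), and DNA repair 17 of 53 and 12 of 53 (adjusted p = 0.674 and 0.986).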

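At peaks present in both maDC and imDC, 0 of 8300 passed an adjusted p under 0.05 for a difference in enrichment by limma, with 294 at an unadjusted p under 0.05. The median difference, maDC minus imDC, was 0.205, and 65.8% of the peaks were higher in maDC. On simulated data limma recovered 38 of 100 log2 changes of 2, so the count of 0 does not show equal enrichment. Without imDC replicate 2 the count was 107, of which 45 were higher and 62 lower in maDC, and without each of the other replicates it was 0. Between maDC and DCreg, 22 of 8468 shared peaks were lower in maDC and 0 higher, with 604 at an unadjusted p under 0.05. Genes were named among the peaks that passed and changed the same way in both replicate pairs, leaving out Gm and Rik names. The largest of these was a 3′UTR peak of Cd274, the ligand of PD-1 that restrains T cells. It had 1.91 and 1.31 in maDC and 4.32 and 7.50 in DCreg (difference -4.30, standard error 0.73, adjusted p = 3.66e-05 from limma). Next were Suclg2, a mitochondrial enzyme (-3.81), and E2f1, a transcription factor of S phase (-3.60). The difference of Cd274 was -2.71 (adjusted p = 0.0938) without DCreg replicate 2 and -5.89 without DCreg replicate 1. The count was 0 without the trend in limma, 1 without maDC replicate 1, 2 without maDC replicate 2, 135 without DCreg replicate 1, of which 24 were higher in maDC and 111 lower, and 8 without DCreg replicate 2.

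**Figure D3:**
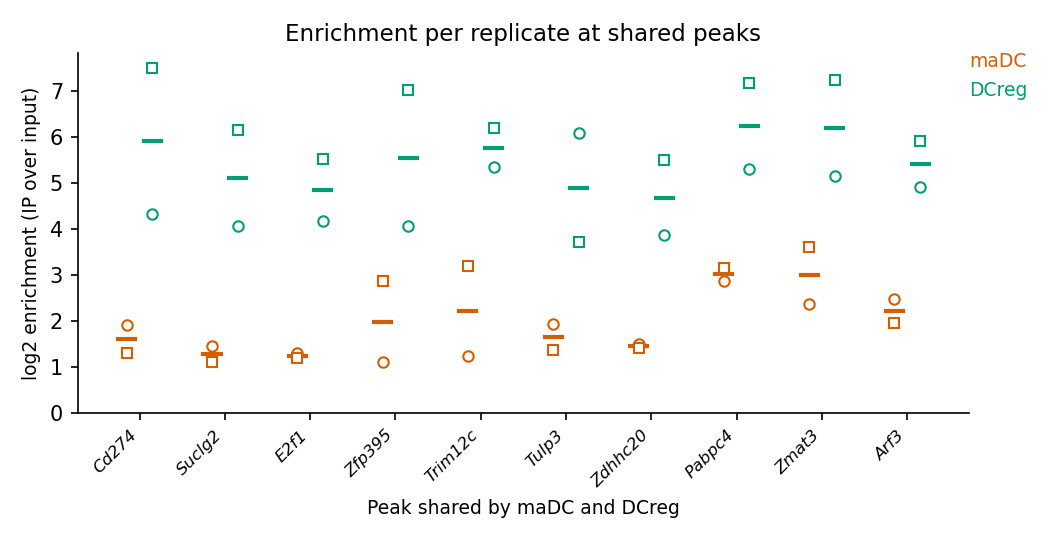
Log2 enrichment of 10 shared peaks in maDC (orange) and DCreg (green), with circles for replicate 1, squares for replicate 2 and a line at the mean of the 2. They have the largest differences among the named peaks that passed and changed the same way in both replicate pairs. The direction shared by the replicates was thus part of the choice. The peak of Cd274 is at 1.91 and 1.31 in maDC and at 4.32 and 7.50 in DCreg.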

In our study, MeRIP-seq data of imDC, maDC, and DCreg indicated a dynamic change of mRNA m^6^A modification, which are strongly associated with immune response, cell cycle, and DNA damage repair system. Up to now, the mechanisms of m^6^A target specificity—why m^6^A selectively appeared in certain transcripts while not in others, remain poorly understood. Previous report showed that m^6^A modification motif RRACH shared high similarity with the seed sequence of microRNA-binding sites, which hinted that microRNA may be involved in regulating mRNA m^6^A modification in a sequence-matching manner^50^. Classic theory confirmed that the m^6^A methyltransferase complex localized to nuclear speckles, which associated closely with transcription and splicing factors, participating in mRNA transcription and processing^51^. The heterodimers Smad2 and Smad3, two important downstream transcription factors of TGF-β, were found to be colocalized with the METTL3–METTL14–WTAP complex; in addition, SMAD2 and SMAD3 promoted binding of the m^6^A methyltransferase complex to a subset of transcripts involved in early cell-fate decisions^52^. Whether transcription factors, or perhaps other epigenetic enzymes could mediate the selection of m^6^A targets in different cells, is worth further investigations.

## Methods

### Mice

C57BL/6 mice were from Joint Ventures Sipper BK Experimental Animal Company (Shanghai, China). OT-II mice (which have transgenic expression of a T-cell antigen receptor specific for chicken ovalbumin amino acids 323–339 (OVA_(323–339)_) (amino acids 323–339) (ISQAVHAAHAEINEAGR) (Sigma-Aldrich) in the context of the MHC class II molecule I-Ab), CD45.1^+^ congenic mice, and transgenic CD11c-cre mice were from The Jackson Laboratory. Mice bearing a *Mettl3*^fl^ allele (*Mettl3*^fl^ mice) were from Chinese Academy of Sciences^53^. Mice lacking *Mettl3* exon2, exon3, and exon4 specifically in DC, were generated by breeding of *mettl3*^fl^ mice with CD11c-Cre mice. All mice were maintained under pathogen-free conditions and were used at 6–8 weeks of age unless indicated otherwise. All animal experiments were carried out according to the National Institute of Health Guide for the Care and Use of Laboratory Animals, with the approval of the Scientific Investigation Board of Second Military Medical University (Shanghai, China).

### BMDC preparation

Bone marrow (BM) from 6 week’s C57BL/6 mice was cultured in RPMI-1640 medium (PAA Laboratories) supplemented with 10% FBS (fetal bovine serum) (Gibco), recombinant mouse GM-CSF (10 ng/ml) (R&D), and IL-4 (1 ng/ml) (R&D). After 3 days, non-adherent cells were gently removed and the remaining cells were further cultured with fresh medium containing GM-CSF and IL-4. On the fifth day, loosely adherent cells were subjected to positive selection with magnetic beads coated with anti-mouse CD11c and were defined as immature DC (imDC). The CD11c^+^ imDC stimulated with LPS (100 ng/ml) for 24 h was defined as mature DC (maDC). maDC cocultured with spleen endothelial cells in RPMI-1640 supplemented with 5% FBS for 7 days was defined as regulatory DC (DCreg)^32^.

### Analysis of m^6^A/A ratio using HPLC–MS/MS

Total RNA of DC was isolated with Trizol reagent (Invitrogen), and mRNA was enriched by Dynabeads mRNA Purification Kit (Invitrogen). Removal of ribosomal RNA was confirmed by 2200 Tape Station detection (Agilent). In total, 2.5 μl of 10x Reaction Buffer (20 mM of ZnCl_2_, 100 mM of NaCl) and 1 μl of Nuclease P1 (1.2 U/μl) (Sigma) were added to 350 ng of purified mRNA and incubated at 37 ℃ for 2 h after adding H_2_O to a total volume of 2 μl. Then 2.5 μl of CIAP Buffer and 1 μl of CIAP (Promega) were added and incubated at 37 ℃ for another 2 h. The mix was diluted with H_2_O to 100 μl and filtered through a 0.22-µm filter (4 mm in diameter) (Nalgene) and then loaded to a C18 reverse-phase column coupled online to Agilent 6410 QQQ triple-quadrupole LC mass spectrometer in positive electrospray ionization mode. The nucleosides were quantified using the nucleoside to base on mass transitions of 268–136 (A), and 282–150 (m^6^A). A standard curve was obtained from pure nucleoside standards running at the same batch of samples. The m^6^A/A ratio in poly(A) RNA was quantified based on the calculated concentrations^13^.

### Dot-blot assay

Total RNA of BMDCs was isolated with Trizol reagent (Invitrogen) and mRNA was enriched using Dynabeads mRNA Purification Kit (Invitrogen). The quality and quantity were monitored by 2200 Tape Station (Agilent). mRNA in a volume of 1.5 μl was denatured by heating at 72 °C for 5 min, followed by chilling on ice immediately. Then, mRNA was spotted in duplicate on Biodyne Nylon Transfer Membranes (Pall) and cross-linked to the membrane by UV using HL-2000 HybriLinker (UVP). One of the membranes was blocked with 5% BSA in TBST and the m^6^A level was detected using the m^6^A-specific antibody (Synaptic Systems, 202003, 1:1000), the other membrane was methylene blue stained as loading control.

### m^6^A-meRIP-Seq and m^6^A-meRIP qPCR

BM from about 20 mice was induced into imDC or DCreg, while BM from 12 mice was induced into maDC as mentioned above. Total RNA was isolated with Trizol reagent (Invitrogen) and mRNA was enriched by Dynabeads mRNA Purification Kit (Invitrogen). Removal of ribosomal RNA was confirmed by 2200 Tape Station detection (Agilent). About 8 μg of mRNA was fragmented to 100–200 bp in length using fragmentation reagent (Ambion) and 100 ng was separated as input. The remaining fragmented RNA was mixed with 50 μl of Dynabeads Protein A (Life Technology) pre-mixed with 16 μg of anti-m^6^A antibody overnight in IP buffer (150 mM NaCl, 10 mM Tris-HCL, and 0.1% NP-40 supplemented with RNase inhibitor and protein inhibitor). The beads–antibody–RNA mix was washed with high-salt washing buffer twice, middle-salt washing buffer twice, and low-salt washing buffer twice separately. Following the last wash, 500 μl of Trizol was added to the mix to extract the binding RNA. Both input and m^6^A IP samples were prepared for the next-generation sequencing (NGS) by the Ribobio (China). The NGS library preparation was constructed by NEBNext Ultra RNA Library Prep Kit for Illumina.

For the identification and analysis of the m^6^A peaks, raw reads were aligned to the reference genome (mm10) using TopHat (v2.0.14)^54^ after removing the adaptor. RPKM (reads per kilobase per million mapped reads) was calculated by Cuffnorm^55^. For m^6^A Seq, the same method was used^56^. Briefly, the longest isoform was used if multiple isoforms were detected. Aligned reads were extended to 150 bp (average fragment size) and converted from genome-based coordinates to isoform-based coordinates in order to eliminate the interference from an intron in peak calling. To call m^6^A peaks, the longest isoform of each mouse gene was scanned using a 100-bp sliding window with 10-bp steps. To reduce bias from potential inaccurate gene structure annotation and the arbitrary usage of the longest isoform, windows with reads counts less than 1/20 of the top window in both m^6^A IP and input sample were excluded. For each gene, the reads count in each window was normalized by the median count of all windows of that gene. A negative binomial model was used to identify the differential windows between IP and input samples by using the edgeR package^57^. The window was called as positive if FDR < 1% and log_2_(enrichment score) ≥ 1 in both replicates. Overlapping positive windows were merged. The following four numbers were calculated to obtain the enrichment score of each peak (or window): read count of the IP sample in the current peak/window (a), median read count of the IP sample in all 100-bp windows on the current mRNA (b), read count of the input sample in the current peak/window (c), and median read count of the input sample in all 100-bp windows on the current mRNA (d), the enrichment score of each window was calculated as (a) × (d)/(b) × (c). DAVID tool was used to perform enrichment analysis^58^.

For m^6^A-meRIP-qPCR, we started with ~2 μg of total RNA of CD11c^+^ BMDC from *Mettl3*WT and *Mettl3*KO mice. Using the same protocol with scale-down reagents, the IP-extracted RNA together with the input-extracted RNA was resolved in 10 μl of RNase-free water. m^6^A enrichment was analyzed on light Cycler 480 (Roche Diagnostics) with indicated primers. Socs1 with m^6^A-modified transcript both in DC and T cells was used as positive control. 

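Ctla4, a T cell co-inhibitory receptor, lies on chromosome 1 of GRCm38 from 60909025 to 60915832, and no peak is listed here for it in imDC, maDC or DCreg. None of the 20 lymphocyte markers examined had a peak in any of the 3 lists either. Itgam, the CD11b integrin chain, had 4 peaks in imDC, 3 in maDC and 3 in DCreg.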

Ctla4 with no positive m^6^A-modified transcript in our MeRIP data was used as negative control.

### Plasmid construction and mutagenesis assays

Recombinant vectors encoding mouse Mettl3 (National Center for Biotechnology Information (NCBI) reference sequence NM_019721) and CD80 (NCBI reference sequence NM_009855) were constructed by PCR-based amplification from cDNA of mouse BMDC and then subcloned into the pcDNA3.1 eukaryotic expression vector (Invitrogen). The Tirap-3′UTR (NCBI reference sequence NM_001177845) and CD40–3′UTR (NCBI reference sequence NM_011611) were amplified by PCR from the cDNA of the mouse BMDC and then inserted into downstream of firefly luciferase of pMIR-REPORT vector (Luciferase miRNA Expression Reporter Vector, Ambion). Mutagenesis assays were performed by the KOD Plus Mutagenesis Kit (Toyobo). The primers used for plasmid construction were shown in Supplementary Table 2. For plasmid construction, we have inserted the whole nucleotide of Tirap-3′UTR or CD40–3′UTR or CD80-CDS into pMIR or pcDNA3.1 vectors. Tirap_mut, CD80_mut, and CD40_mut had disrupted the m^6^A RRACH motif with the highest enrichment score (Supplementary Table 3). Wild types or mutations of the specific m^6^A modification peak of the three mRNA are listed in Supplementary Table 4. All constructs were confirmed by DNA sequencing.

### Lentiviral plasmid construction and transfection

The cDNA encoding Flag-tagged Mettl3 (NCBI reference sequence NM_019721) was amplified from the corresponding plasmid by PCR and then subcloned into the GV365 plasmid (Ubi-MCS-3FLAG-CMV-EGFP) (Genechem). The GV365 plasmids were then co-transfected into HEK293 cells with the lentiviral genomic plasmids. The recombinant lentiviruses were amplified, purified, and stored according to the Lentivirus Vector Construction Manual (GeneChem). For lentivirus transfection, CD11c^+^ BMDC was transfected with a lentivirus (multiplicity of transfection (MOI), 10:1) encoding wild-type or mutant Mettl3 or with negative control lentivirus and then were cultured for 72 h. The surface markers of GFP and CD11c double-positive cells (about 50% of CD11c^+^ cells) were analyzed. Ythdf1 shRNA lentiviral plasmids were constructed according to the same protocol using GV248 plasmid (hU6-MCS-Ubiquitin-EGFP-IRES-puromycin), the target sequence of Ythdf1 was ACAACAAACCTGTCACAAA, and the oligo synthesis information was listed in Supplementary Table 5.

### Flow cytometry

The phenotypes of DC as well as the proliferation assay of CFSE-labeled T cells were determined by flow cytometry^35^. For cell surface staining, single-cell suspensions were incubated for 15 min at 4 °C with PE Hamster anti-mouse CD11c (0.4 μg/ml) (BD Biosciences, 553802), PerCP-Cy5.5 Hamster anti-mouse CD80 (0.2 μg/ml) (BD Biosciences, 560526), PerCP-Cy5.5 anti-mouse CD86 (0.2 μg/ml) (Biolegend, 105027), PE-Cy7 anti-mouse CD40 (0.1 μg/ml) (Biolegend, 124621), PE-Cy7 anti-mouse I-Ab (0.1 μg/ml) (Biolegend, 116420), PE-Cy7 anti-mouse CD4 (0.2 μg/ml) (Biolegend, 100422), APC anti-mouse TCR Vβ5.1 antibody (0.2 μg/ml) (Biolegend, 139511), and FITC anti-mouse CD45.2 antibody (0.2 μg/ml) (Biolegend, 109805). Samples were washed and analyzed by FACS versus flow cytometry (BD Biosciences), and the gating strategies were shown in Supplementary Fig. 9.

### Ribosome profiling and qPCR of ribosome-associated mRNA

The procedure was adapted from the previous report^16^. BMDC from six pairs of *Mettl3*WT mice and littermate *Mettl3*KO mice was prepared. Before collection, cycloheximide (CHX) was added to the media at 100 mg/ml for 7 min. The media was removed, and the cells were collected with 5 ml of cold PBS with CHX (100 mg/ml). The cell suspension was spun at 600 g for 5 min and the cell pellet was washed once by 1 ml of PBS–CHX. One milliliter of lysis buffer (10 mM Tris, pH 7.4, 150 mM KCl, 5 mM MgCl_2_, 100 mg/ml CHX, 0.5% Triton X-100, freshly added 1:100 protease inhibitor, and 40 U/ml recombinant RNase inhibitor (RRI)) was added to suspend the cells and then kept on ice for 15 min with occasional pipetting and rotating. After centrifugation at 15,000 g for 15 min, 8 μl of DNase RQ1 (Promega) was added to the lysate. The lysate was then split by the ratio of 1:5 (Portion I/Portion II). Three microliters of RRI was added to Portion I, 80 μl of MNase buffer, and 3.5 μl of MNase (7,000 gelunits, BioLabs) was added to Portion II. Both portions were kept at room temperature for 15 min, and then 8 μl of RRI was added to Portion II to stop the reaction. Portion I was saved and mixed with 500 μl of TRIzol to purify input mRNA. Portion II was used for ribosome profiling.

In total, 15/45% w/v sucrose gradient was prepared in a lysis buffer without Triton X-100. Portion II was loaded onto the sucrose gradient and centrifuged at 4 °C for 3.5 h at 288244 g (Beckman, rotor SW41). The sample was then fractioned and analyzed by Gradient Station (BioCamp) equipped with UV monitor (BioRad) and fraction collector. The fractions corresponding to 80S monosome (not 40S or 60S) were collected, combined, and mixed with an equal volume of TRIzol to purify the RNA. The RNA pellet was dissolved in 15 μl of water, mixed with 15 μl of TBE-urea-loading buffer (Invitrogen), and separated on a 10% TBE-urea gel. A 21-nt and a 42-nt ssRNA oligo were used as size markers, and the gel band between 21 nt and 42 nt was cut. The RNA of the gel was extracted using Poly-gel RNA extraction kit (Promega). RNA was concentrated by ethanol precipitation and finally dissolved in 10 μl of RNase-free water.

Input mRNA: the input RNA was first purified by TRIzol and the input mRNA was then separated by Dynabeads mRNA Purification Kit (Invitrogen). The resulting mRNA was concentrated by ethanol precipitation and dissolved in 10 μl of RNase-free water. The mRNA was fragmented by RNA fragmentation kit (Ambion). Library construction: the end structures of the RNA fragments of ribosome profiling and mRNA input were repaired by T4 PNK: (1) 3′ dephosphorylation: RNA (20 μl) was mixed with 2.5 μl of PNK buffer and 1 μl of T4 PNK, and kept at 37 °C for 1 h; (2) 5′-phosphorylation: to the reaction mixture, 1 μl of 10 mM ATP and 1 μl extra T4 PNK were added, and the mixture was kept at 37 ℃ for 30 min. The RNA was purified by 500 ml of TRIzol reagent, and finally dissolved in 10 ml of water. The library was constructed by Tru-seq small RNA sample preparation kit (Illumina). The sequencing data obtained from ribosome profiling (portion II) were denoted as ribosome-protected fragments and those from RNA input (portion I) as mRNA input. Translation efficiency was defined as the ratio of ribosome-protected fragments and mRNA input, which reflected the relative occupancy of 80S ribosome per mRNA species.

For qPCR analysis, the same protocol as ribosome profiling was used but without MNase treatment. The 80S monosome- associated RNA and input RNA from *Mettl3*WT and *Mettl3*KO mice were extracted by Trizol and dissolved in 50 μl of RNase-free water. After quantification by nanodrop, the same amount of RNA was used for RT-qPCR to compute the relative translation efficiency of indicated genes. Itgam, encoding CD11b as a conserved phenotypic marker of BMDC, was used as negative control in the ribosome profiling.

### RNA-seq and RNA-seq for mRNA lifetime

For RNA-seq, we used two pairs of wild-type and littermate knockout mice for the experiment. Total RNAs from LPS-stimulated BMDCs were isolated with TRIzol and mRNA was then separated by Dynabeads mRNA Purification Kit (Invitrogen). Standard illumine HiSeq2000 sequencing was applied in Sequencing. Raw RNA-sequencing reads were aligned to the mouse genome (mm10) with Tophat. Genes were considered significantly differentially expressed if showing ≥ 1.5-fold change and < 0.01 *P* value. Gene GO enrichment analysis and enriched KEGG pathways were obtained through online bioinformatics tools. Q-value was calculated as a correction of *p*-value using Audics.

For mRNA lifetime, we used two pairs of wild-type and littermate knockout mice for the lifetime experiment. The procedure was adapted from the previous report^15^. Briefly, actinomycinD was added to 5 μg/ml at 6, 3, and 0 h before collection. The total RNA was purified by TRIzol reagent. Before construction of the library with Tru-seq mRNA sample preparation kit (Illumina), ERCC RNA spike-in control (Ambion) was added to each sample proportional to the total RNA according to the instructions. The degradation rate of RNA k was estimated by

$${\mathrm{Log}}_2\left( {A_t/A_0} \right) = - kt$$

where *t* is transcription inhibition time (h), *A*_*t*_ and *A*_0_ represent mRNA quantity (attomole) at time t and time 0. Two *k* values were calculated: time 3 h versus time 0 h, and time 6 h versus time 0 h. The final lifetime was calculated by using the average of *k*_3h_ and *k*_6h_.

$$t_{1/2} = 2/k_{3{\mathrm{h}}} + k_{6{\mathrm{h}}}$$

### Dual-luciferase report

According to published research, the pMIR vector was used to investigate the function of m^6^A located at 3′UTR. For dual-luciferase reporter assay, 300 or 400 ng of wild-type or mutant CD40–3′UTR (or Tirap-3′UTR) and 75 or 100 ng of pRL-TK (renilla luciferase control reporter vector) were co-transfected into HEK293T cells in a 24-well plate. The relative luciferase activities were accessed 48 h post transfection by Dual-Luciferase Reporter Assay System (Promega). Each group was repeated in triplicate.

### RNA immunoprecipitation (RIP)

Cells were washed twice with ice-cold PBS and ruptured with CLB buffer (Cell Signaling Technology) with cocktail protein inhibitor and the RNase inhibitor. After lysis, the RNA in the whole-cell lysis was fragmented into ~500 bp in length by the ultrasonic sound (1/10 volume was separated as input) and then immunoprecipitation was carried out with m^6^A, Flag, or IgG antibodies overnight at 4 °C. The precipitated RNA was extracted using Trizol reagent and was reverse transcribed with a PrimeScript RT-PCR Kit. qPCR analysis of the retrotranscribed RNA was performed with specific primers as indicated.

### RT-PCR and qPCR

Total RNA was extracted from cultured cells with TRIzol reagent (Invitrogen). First-strand cDNA was synthesized with a PrimeScript RT-PCR Kit. The relative expression of mRNA or the RNA fragments precipitated in RIP assays was quantified by real-time PCR with SYBR Premix ExTaq kit and was normalized to the expression of β-actin or the IgG control. cDNA was amplified on the Light Cycler (Roche Diagnostics). The 2^−ΔΔCt^ change-in-cycling-threshold method was used for calculation of relative changes in expression. Sequences of the primers for qRT-PCR are shown in Supplementary Table 6.

### Immunoblotting

Cells were washed twice with ice-cold PBS and ruptured with CLB buffer (Cell Signaling Technology) containing PMSF and cocktail inhibitor. Cell lysates were resolved by SDS-PAGE and transferred onto nitrocellulose membranes and then blotted. Specific antibodies used are listed below: anti-Mettl3 (15073–1-AP, 1:1000) antibody was from Proteintech. Anti-Mettl14 antibody (HPA038002, 1:000) was from Sigma; Anti-Fto (ab124892, 1:1000), anti-Wtap (ab118339, 1:500) were from Abcam; antibody to p65 phosphorylated at Ser536 (3031S, 1:1000), antibody to IKKα-IKKβ phosphorylated at Ser176 and Ser180 (2697S, 1:1000), antibody to Erk phosphorylated at Thr202 and Tyr204 (9106S, 1:1000), antibody to Jnk phosphorylated at Thr183 and Tyr185 (9255S, 1:1000), anti-β-actin (3700S, 1:10000), anti-Flag-HRP (2044S, 1:2000), anti-p65 (6956S, 1:1000), anti-p38 (9212S, 1:1000), anti-IκBα (9242S, 1:1000), and anti-IKKβ (8943S, 1:1000) were from Cell Signaling Technology. All of the unprocessed scans of the blots were shown in the Source Data file.

### Listeria infection

In total, 2 × 10^5^ pfu wide-type *Listeria monocytogens* (LM) was tail intravenously injected into *Mettl3*WT mice or littermate *Mettl3*KO mice. Three days later, the total spleen was collected and a single-cell suspension was harvested for flow cytometry analysis.

### Mixed lymphocyte reactions (MLR)

Splenic CD4^+^ T lymphocytes were purified from OT-II mice using anti-CD4 microbeads (Miltenyi Biotech). LPS-activated maDC was pulsed for 2 h with OVA_(323–339)_ (200 nM) or left unpulsed as control and then was cultured at a ratio of 1:10 (DC/T cell) with OT-II CD4^+^ T cells (labeled with CFSE). Four days later, T-cell proliferation was measured by flow cytometry as the dilution of CFSE and the supernatants were used for cytokine detection in ELISA^35^.

### Immunization protocol for in vivo experiment

For an assay of antigen-specific T-cell responses in vivo, naive OT-II CD4^+^ T cells were purified from the spleen of OT-II mice and adoptively transferred (1 × 10^6^ cells per mouse) into CD45.1^+^ mice by tail intravenous injection. After 1 day, mature or lentiviral plasmids transfected with BMDCs from *Mettl3*WT or *Mettl3*KO mice were pulsed for 2 h with OVA_(323–339)_(100 μg/ml), or left unpulsed, as controls were transferred subcutaneously into the hind footpads of recipient mice (3 × 10^5^ cells per mouse). Four days later, draining popliteal lymph nodes were collected, and the proportion of CD45.2^+^ T cells was analyzed^35^.

### Statistical analysis

Statistical significance was assessed by Student’s *t-*test, with a value of *P* < 0.05 considered statistically significant. The statistical tests were justified as being appropriate according to assessment of normality and variance of the distribution of the data. No randomization or exclusion of data points was used. No “blinding” of investigators was done. Sample sizes were chosen according to previous experience and preliminary studies to ensure adequate power.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

Source Data

## Data Availability

The source data that support the findings of this study are available from the corresponding author upon request. The sequencing data for meRIP, mRNA, lifetime, and ribosome profile have been deposited in the Gene Expression Omnibus under accession number GSE108333. The source data of an immunoblot underlying Figs. 1a, 1b, 2e, 4d, 6c, 7a, 7b, 7d and Supplementary Fig. 2b are provided as a Source Data file.

# Supplementary material for: Mettl3-mediated mRNA m6A methylation promotes dendritic cell activation
**Source:** Nat Commun. 2019 Apr 23;10:1898. doi: 10.1038/s41467-019-09903-6
**Supplement:** Supplementary file 1 — Supplementary information

SUPPLEMENTARY INFORMATION FOR

Mettl3-mediated mRNA m⁶A methylation promotes dendritic cell activation

Huamin Wang et al

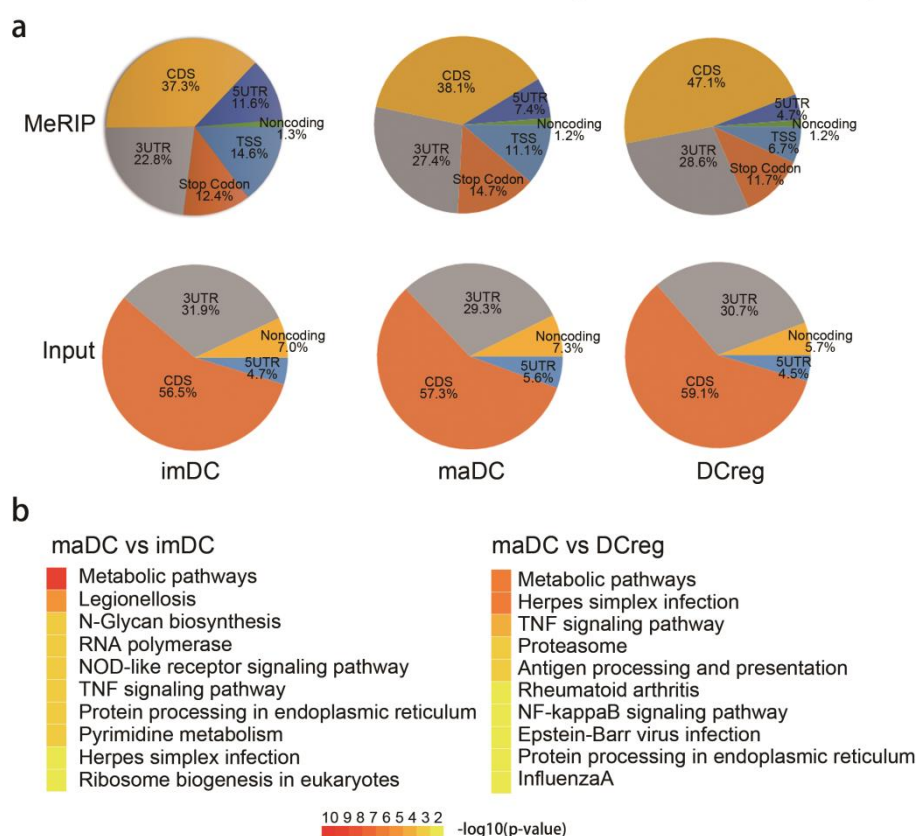

Supplementary Figure 1 The distribution of m⁶A peaks in imDC, maDC and DCreg.

a Transcriptome-wide distribution of m⁶A peaks, pie charts showing the percentage of m⁶A peaks (up) and non-IP sample reads (down) in imDC, maDC and DCreg. **b** KEGG pathway analysis of specific m⁶A-modified transcripts in maDC compared with imDC (left) or DCreg (right).

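The authors assigned each peak to a part of its transcript. Peaks at the start codon were 14.6% of the imDC list, 11.1% of the maDC list and 6.66% of the DCreg list, and peaks in the 5′UTR 11.6%, 7.37% and 4.69%. Together these 5′ peaks made up 26.3% in imDC (95% exact binomial interval 25.4 to 27.1), 18.5% in maDC (17.9 to 19.1) and 11.4% in DCreg (10.8 to 11.9). Peaks at the stop codon were 12.4%, 14.7% and 11.7%. Among metabolic and housekeeping lists, RNA polymerase subunits such as Polr3b had a maDC peak and no imDC peak in 11 of 19 genes (odds ratio 3.69, Fisher's exact test, two-sided, adjusted p = 0.0818), which did not pass, and 5 of 19 against DCreg (adjusted p = 0.950). The counts against imDC and DCreg were 20 and 10 of 74 for rRNA processing and ribosome biogenesis (adjusted p = 1 and 0.189), 8 and 15 of 41 for the proteasome (adjusted p = 0.639 and 0.304), and 17 and 7 of 60 for N-glycan synthesis and protein processing in the ER (adjusted p = 0.986 and 0.163). They were 9 and 11 of 37 for oxidative phosphorylation (adjusted p = 0.986 and 0.674) and 14 and 15 of 46 for fatty acid and sterol metabolism (adjusted p = 0.817 and 0.607), and none of these passed.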

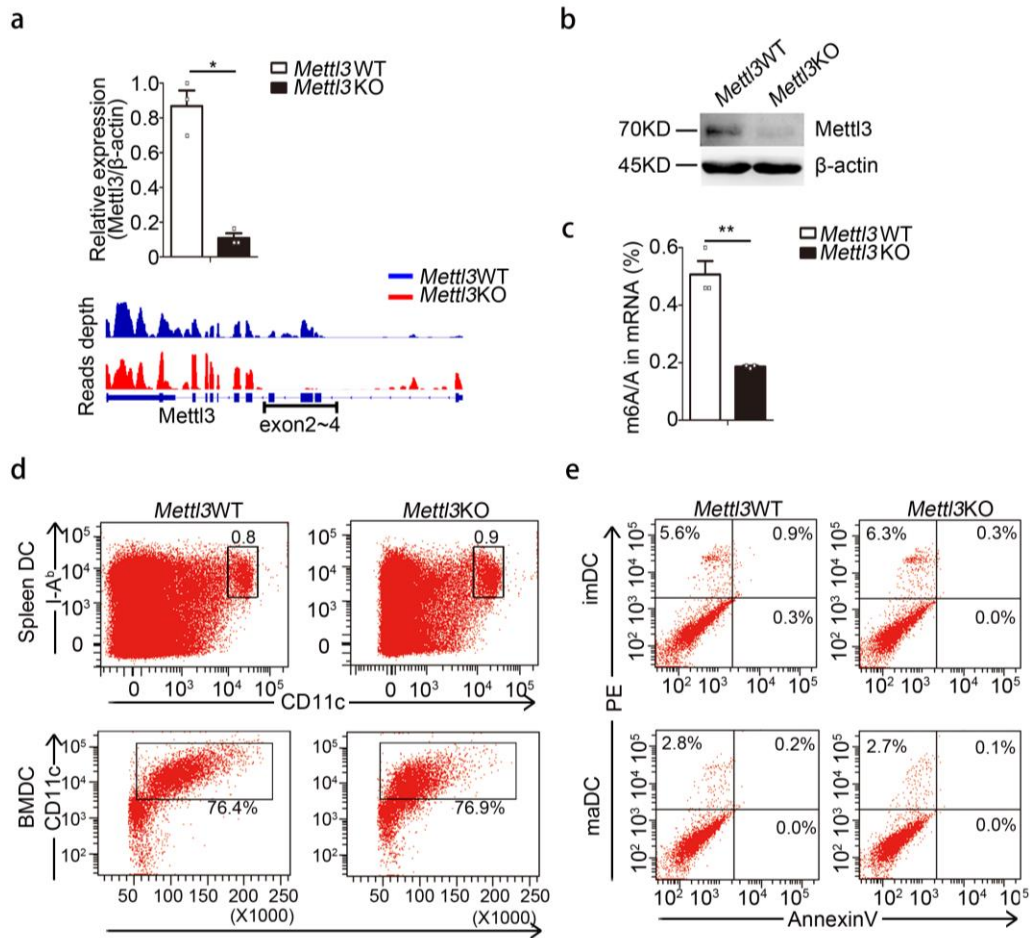

Supplementary Figure 2 *Mettl3* deficiency decreases m⁶A level in DC and has no effect on splenic DC and BMDC generation.

a,b *Mettl3* expression in *Mettl3*KO maDC was greatly impaired at mRNA level (a) and protein level (b). Results were normalized by mouse β-actin and presented relative to those of mature *Mettl3*WT maDC, set as 1. RNA-Seq data showed the exons 2~4 of *Mettl3* were successfully removed in *Mettl3*KO DCs (a, down). **c** m⁶A level in *Mettl3*KO maDC detected by HPLC-MS/MS is decreased to 1/3 of that in *Mettl3*WT maDC. **d** The rate of CD11c positive cells in splenocytes or BMDC of *Mettl3*WT and *Mettl3*KO mice. **e** The apoptotic level of immature *Mettl3*WT DC and

*Mettl3*KO DC(up), of mature *Mettl3*WT DC and *Mettl3*KO DC(down). Data are from one representative of three independent experiments (b, d, e) and shown as mean $\pm$ SEM (up panel of a, c) of three determinants. *P < 0.05 **P < 0.01 and NS, not significant (Student's t-test, two-tailed).

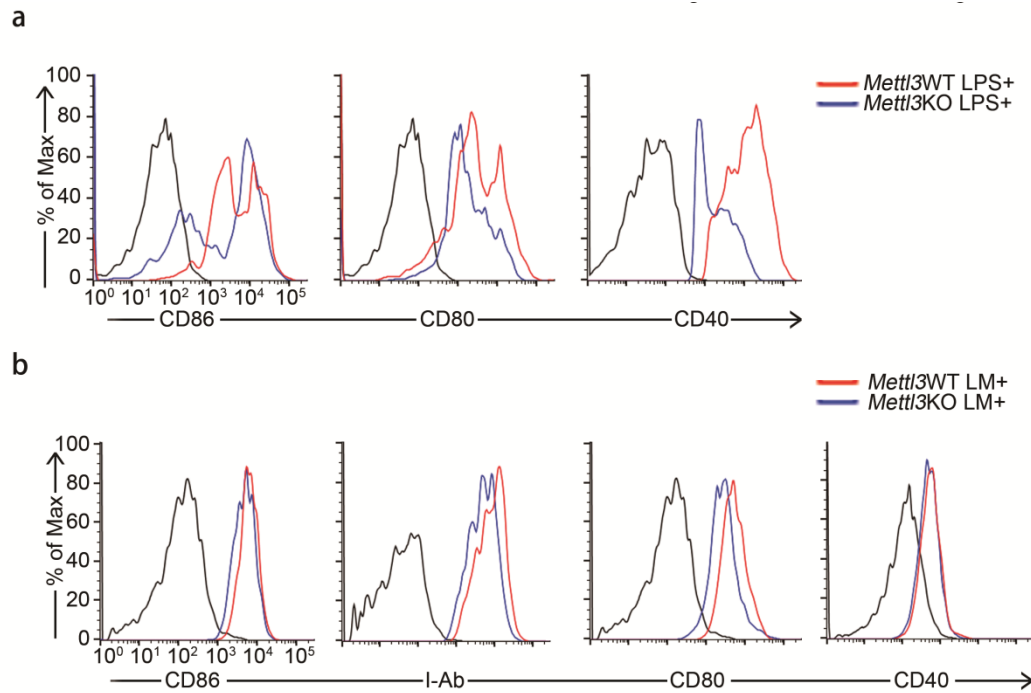

Supplementary Figure 3 *Mettl3* deficiency impairs the expression of phenotypic molecules of splenic DC *in vivo*.

a Indicated expression of CD86, CD80 and CD40 of LPS stimulated *Mettl3*WT and *Mettl3*KO splenic DC. **b** Expression of indicated molecules of splenic DC from *Mettl3*WT and *Mettl3*KO mice 3 days after LM infection. Data are from one representative of three independent experiments.

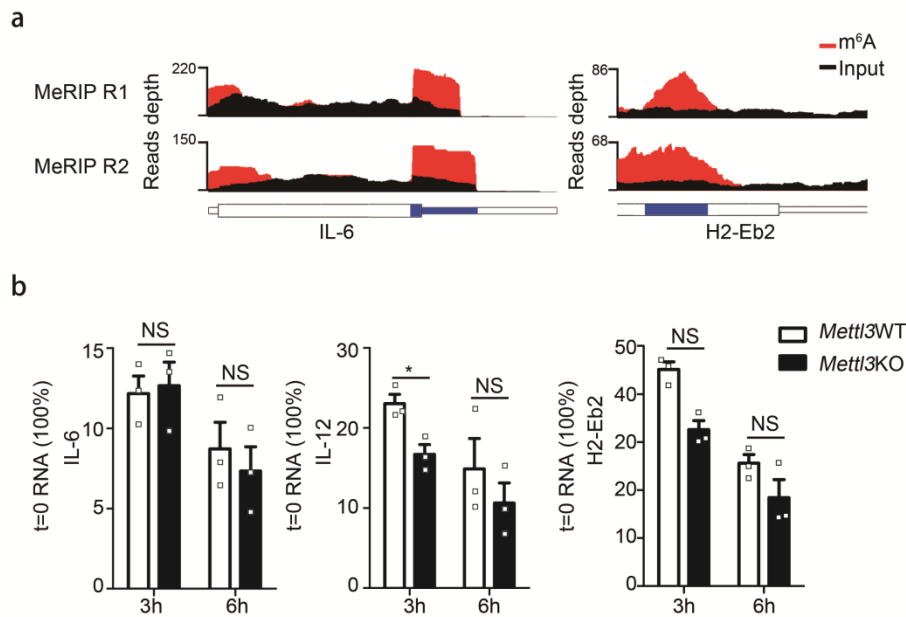

Supplementary Figure 4 No difference in the degradation level of IL-6, IL-12 and H2-Eb2 mRNA between *Mettl3WT* and *Mettl3KO* DC.

a m⁶A peaks were enriched in the 3'UTRs of IL-6 and H2-Eb2 genes from m⁶A RIP-seq data. **b** RNA degradation assay showed that IL-6, IL-12 and H2-Eb2 mRNA degrade equally in *Mettl3KO* maDC with that in *Mettl3WT* maDC three or six hours after actinomycin-D treatment. 

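On GRCm38, the Il6 peak lies in exon 5 of 5, from 30019516 to 30019670 of chromosome 5, and begins within the CDS, which ends at nucleotide 714 of the transcript NM_031168. The 3′UTR peak of H2-Eb2 in maDC lies from 34340978 to 34341139 of chromosome 17 and holds 2 GGACT motifs, with their A at nucleotides 2985 and 3025 of NM_001033978. The imDC peaks of this transcript lie in the same exon, and the earlier, at 1224 to 1382, had a log2 enrichment of 1.36 in replicate 1 and 1.74 in replicate 2.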

The residual RNAs were normalized to t = 0 in maDC. Data are shown as mean±SEM (b) of three determinants. *P < 0.05 and NS, not significant (Student's t-test, two-tailed).

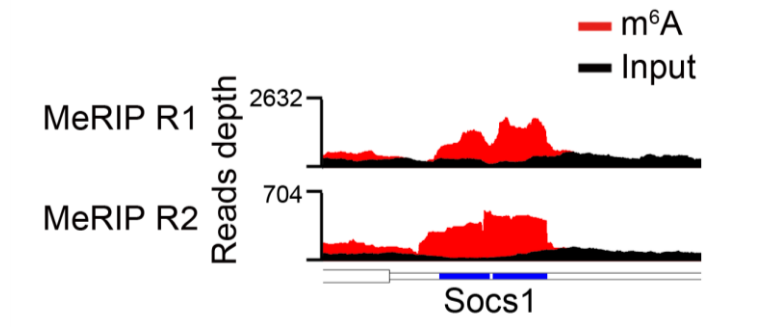

Supplementary Figure 5 m⁶A peaks are enriched in the 3'UTR of Socs1 mRNA from m⁶A RIP-seq data.

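Socs1 and Socs3 encode suppressors of JAK-STAT signaling by cytokines. No peak is listed here for Socs1, which lies on chromosome 16 of GRCm38 from 10783808 to 10785536, in imDC, maDC or DCreg. Socs3 had 2 adjoining peaks in its 3′UTR in maDC, at nucleotides 1407 to 1580 and 1581 to 1751 of NM_007707, with log2 enrichments of 2.53 and 3.10 in replicate 1 and 4.01 and 3.29 in replicate 2. On GRCm38 they span 117967060 to 117967404 on the minus strand of chromosome 11. In imDC the peaks at these places had 2.07 and 1.94 in replicate 1 and 2.37 and 2.84 in replicate 2, and in DCreg 2.28 and 3.30, and 1.34 and 3.01.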

m⁶A peaks marked in blue are enriched in the 3'UTRs of Socs1 gene from m⁶A RIP-seq data in maDC. R1 and R2 was representative of meRIP replicate1 and replicate2

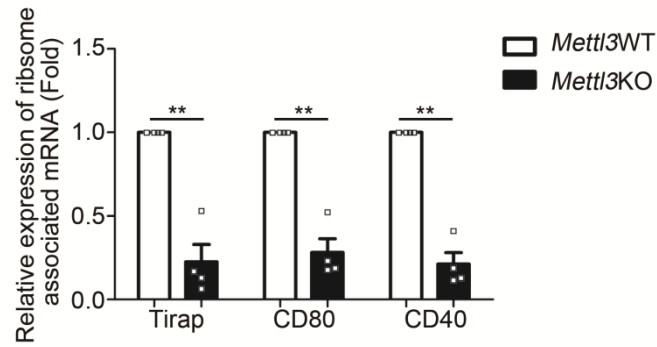

Supplementary Figure 6 *Mettl3* deficiency decreases the ribosome associated Tirap, CD80 and CD40 mRNA in maDC.

RT-qPCR of the same amount of RNA extracted from 80S monosome fraction of *Mettl3*WT and *Mettl3*KO maDC lysates. The result confirmed the decreased translation efficiency of Tirap, CD80 and CD40 in *Mettl3*KO maDC. Data are shown as mean $\pm$ SEM of four determinants. ** $P < 0.01$ (Student's t-test, two-tailed).

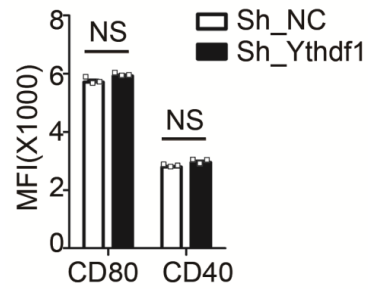

Supplementary Figure 7 Knockdown of *Ythdf1* did not affect CD40 and CD80 expression in *Mettl3*KO maDC.

Protein expression of CD40 and CD80 in *Mettl3*KO maDC transfected with negative control Sh_plasmid (Sh_NC) or Sh_Ythdf1. Data are shown as mean $\pm$ SEM of three determinants. NS, not significant (Student's t-test, two-tailed).

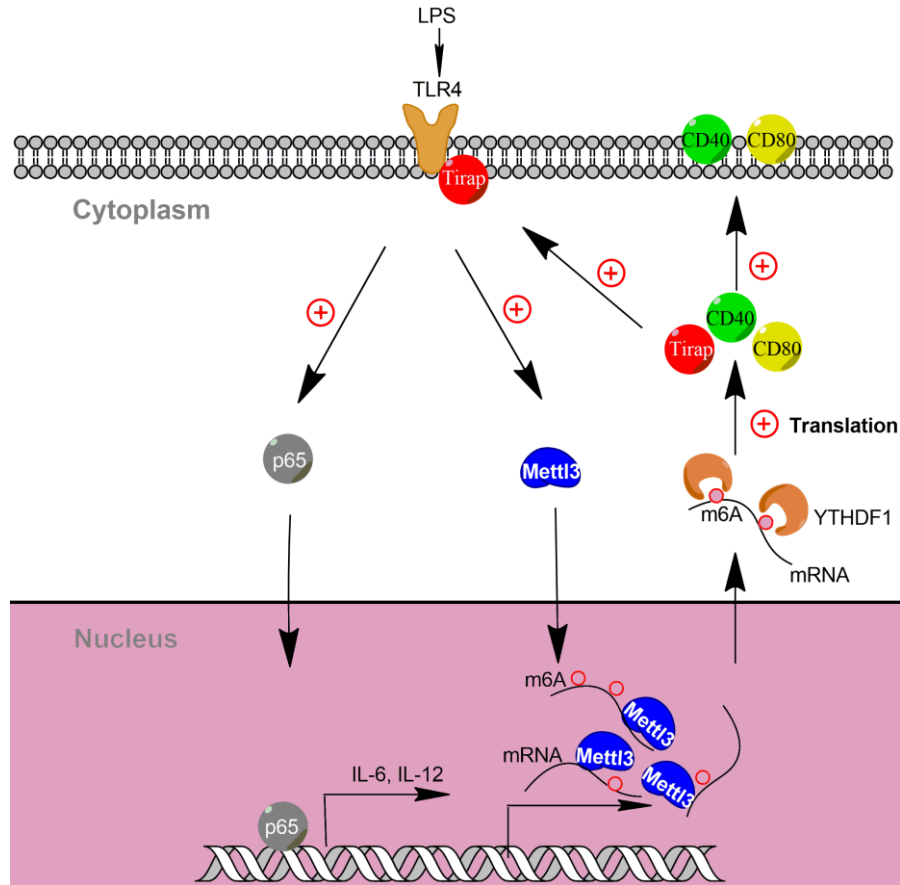

Supplementary Figure 8 The schematic model of Mettl3 in promoting DC activation via m⁶A modification of immune transcripts.

Mettl3 mediated m⁶A modification of the key transcripts in DC including CD40, CD80 and TLR signaling adaptor Tirap, leading to enhanced translation of CD40, CD80 and Tirap via Ythdf1. Upregulation of CD40 and CD80 in DC contributes to increased DC-mediated antigen-presentation and T cell activation, and higher expression of Tirap contributes to strengthened TLR4/NF-κB signaling and increased secretion of proinflammatory cytokines including IL-6 and IL-12, which coordinately promote DC maturation and activation.

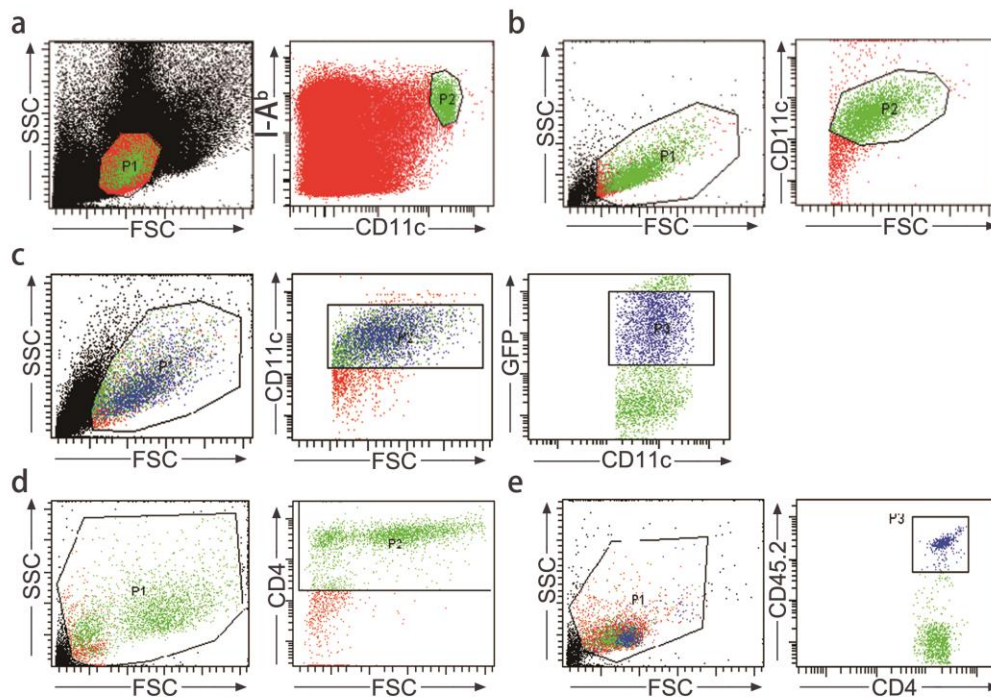

Supplementary Figure 9 The gating and sorting strategies of indicated cell subsets.

a The representative FACS plots show the gating strategies of $CD11c^{+}$ and $I-A^{b+}$ dendritic cell subsets from the splenocytes of mice, corresponding to Fig. 2a; Supplementary Fig. 2d up and Supplementary Fig. 3a, b. **b** The representative FACS plots show the gating strategies of $CD11c^{+}$ dendritic cell subsets from BM stimulated with IL-4 and GM-CSF for 5~7 days, corresponding to Fig. 2c; Supplementary Fig. 2d down and Supplementary Fig. 2e. **c** The representative FACS plots show the gating strategies of lentivirus transfected $CD11c^{+}$ dendritic cell subsets from BMDC, corresponding to Fig. 2f; Fig. 7e and Supplementary Fig. 7. **d** The representative FACS plots show the gating strategies of $CD4^{+}$ T cell subsets from MLR cell suspension, corresponding to Fig. 3a. **e** The representative FACS plots show the gating strategies of $CD4^{+}$ and $CD45.2^{+}$ T cell subsets from draining popliteal lymph nodes of mice, corresponding to Fig. 3c.

Supplementary Table 1 The genes with more than 1.5 fold mRNA expression in *Mettl3*WT DC compared with *Mettl3*KO DC in both two independent RNA-seq data

---

The decreased gene list in *Mettl3*KO DC:

Acpp;Acss1;Akr1b8;Amz1;Ankrd24;Asb2;Atp2a3;Atp6v0c;AV051173;BC035044;Cd70;Cxc11;C
xcl5;Dpp4;Ephx1;Fads2;Gm6377;Gsta3;**H2-Eb2**;Idi1;**Il12b**;Il1f9;**Il6**;Kctd14;Lad1;Layn;Lif;Lpin
1;Me1;Mfap1b;Mlh1;Mmd;Mpc1;Mt3;Nqo1;Odc1;P2ry1;Pafah2;Panx1;Pcx;Pdzk1ip1;Pla2g4f;
Plxna1;Ppbp;Ptgs2;Pvr;Sfn;Sh2d5;Slc5a2;Slpi;Spic;Tfrc;Treml4;Txnrd1

Supplementary Table 2 Primers used for cloning indicated overexpressing vectors

Primers	Sequence (5'-3')
Tirap_F(3UTR)(WT)	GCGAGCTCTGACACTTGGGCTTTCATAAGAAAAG
Tirap_R(3UTR)(WT)	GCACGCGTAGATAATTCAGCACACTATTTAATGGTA
Tirap_F(3UTR)(Mut)	GGGCTGTGCTATCGGGAAGGTCAGC
Tirap_R(3UTR)(Mut)	CTTGACAACCTCGAATTTCTGACTTC
Mettl3_F(WT)	CGGAATTCATGTCTGGACACGTGGAGCT
Mettl3_R(WT)	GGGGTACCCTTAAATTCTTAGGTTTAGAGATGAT
Mettl3_F(MUT)	GATGGCTGCCCCACCTGCGGATATT
Mettl3_R(MUT)	ACAACCTGCAAATTTGCCCAAGATAC
CD80_F(WT)	CCCTCGAGATGGCTTGCAATTGTCAGTTG
CD80_R(WT)	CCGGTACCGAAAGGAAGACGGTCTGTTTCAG
CD80_F(MUT)	GTACTTTATATGACAACACTACCTA
CD80_R(MUT)	GGTTCTTATACTCGGGCCACACTTT
CD40_F(WT)	CCACGCGTACCCTGGAACTGCTTTGGA
CD40_R(WT)	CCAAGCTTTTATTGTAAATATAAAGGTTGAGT
CD40_F(MUT)	GGCTGCTTGCTGACCTTTGAAGTTT
CD40_R(MUT)	CTCAGAGCCAGGCCCTGCTCCCGA

Supplementary Table 3 m⁶A modification peaks in CD40, CD80 and Tirap mRNAs in maDC

molecules	log2(enrichment)<br>in replicate1	log2(enrichment)<br>in replicate2	position in mRNA	RRACH motif
CD40_peak 1*	4.843527	4.490199	883~1049	GGACT
CD40_peak 2	3.004854	2.157425	1310~1481	GGACT
CD80_peak1	2.776768	2.634679	1194~1293	none
CD80_peak2	3.44684	2.520716	1294~1469	none
CD80_peak3*	1.415135	1.775139	380~554	GGACT
Tirap_peak1	1.050937	2.405992	708~889	GGACT
Tirap_peak2*	1.432959	2.241008	1461~1660	GGACT
Tirap_peak3	1.152558	1.494765	1831~1970	none
Tirap_peak 4	1.819983	1.054448	2431~2594	none

* Highest enriched m⁶A RRACH motif

Supplementary Table 4 Wild-type or mutant m⁶A RRACH motif in CD40, CD80 and Tirap mRNAs in maDC

molecules	m ⁶ A modification peaks (5'-3')
CD40_peak wild-type	TCTGAGGACTGCTTG
CD40_peak mutation	TCTGAGGGCTGCTTG
CD80_peak wild-type	GAACCGGACTTTATA
CD80_peak mutation	GAACCGTACTTTATA
Tirap_peak wild-type	TCAAGGGACTGTGCT
Tirap_peak mutation	TCAAGGGGCTGTGCT

Supplementary Table 5 Oligo sequences synthesized targeting Ythdf1

Gene	5'	Stem	Loop	Stem	3'
Ythdf1	Ccgg	cgACAACAAACCTGTCACA	CTCGA	TTGTGACAGGTTTGTGTTGT	TTTTTg
			G	CG	
	aattcaaaa	cgACAACAAACCTGTCACA	CTCGA	TTGTGACAGGTTTGTGTTGT	
	a	AA	G	CG	

Supplementary Table 6 qPCR primers used for detecting expression of indicated molecules

Primers	Sequence (5'-3')
β-actin_F	AGTGTGACGTTGACATCCGT
β-actin_R	GCAGCTCAGTAACAGTCCGC
Mettl3_F	CTGGGCACTTGGATTTAAGGAA
Mettl3_R	TGAGAGGTGGTGTAGCAACTT
IL-6_F	TAGTCCTTCCTACCCCAATTTCC
IL-6_R	TTGGTCCTTAGCCACTCCTTC
IL-12_F	CTCCTAAACCACCTCAGTTTG
IL-12_R	CAGGAATAATGTTTCAGTTTTTC
H2-Eb2_F	TGCTCTGTGATTGACTTCTAC
H2-Eb2_R	GGCAGGTGTAAACCTCTCC
Luci_F	TCTGTGATTGTATTTCAGCCCAT
Luci_R	GCTATGAAGAGATACGCCCTG
Ren_F	GCGAAGAGGGCGAGAAGATG
Ren_R	TTCTTTGAAGGGTTCCAGGTAG
CD80_Flag_F	GATTACAAGGATGACGACG
CD80_Flag_R	AGGCACAGTCGAGGCTGA
GAPDH_F	CTGGGCTACACTGAGCACC
GAPDH_R	AAGTGGTCGTTGAGGGCAATG
Itgam_F	ATGGACGCTGATGGCAATACC
Itgam_R	TCCCCATTACGTCTCCCA
Ctla4_F	GAGTCTGTGTGGGTTCAAAC
Ctla4_R	AAAAGAAGAGTGAGCAGGGC
*CD80(531)_F	CATTGCTGGGAAACTAAAAG
*CD80(531)_R	CAGGATGATAAGAGAGTAGG
*CD40(1002)_F	TGGCTCTGAGGACTGCTTG
*CD40(1002)_R	TGATAGGGGGCAGGCATGA
*Tirap(1508)_F	ACTCCCCCAGGAAGACAACG
*Tirap(1508)_R	GATGCCAGAGGAAGAAGACAG
*Socs3(1547)_F	AGATTTCTGCTTCGGGACTAG
*Socs3(1547)_R	GGAGCCAGCGTGGATCTGC

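In maDC, the Cd80 peak in the CDS held 1 GGACT, with its A at nucleotide 531, in exon 2 of 5 at position 38474039 of chromosome 16 (GRCm38). The reference sequence around it, 10 nucleotides on each side of the A, is TAAGAACCGGACTTTATATGA. In Cd40, the A of the GGACT in the peak at the stop codon is nucleotide 1002, in the 3′UTR at position 165070973 of chromosome 2 (GGCTCTGAGGACTGCTTGCTG). Its other peak held a GGACT with the A at nucleotide 1463. In Tirap, the peak at 1461 to 1660 held a GGACT with the A at nucleotide 1508, in the 3′UTR at position 35187632 of chromosome 9 (TTGTCAAGGGACTGTGCTATC), and the CDS peak had a GGACT with the A at 850. In Socs3, the first of the 2 maDC peaks held a GGACT whose A is nucleotide 1546 counted from 1, at position 117967265 of chromosome 11 (TGACAAGCGGACTCTCCCCTC). meRIP-seq marks a peak, not a base, so the modified A within a peak was not measured.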

*, number in the bracket represent the location of the m⁶A modified A in the mRNA.

# Supplementary material for: Mettl3-mediated mRNA m6A methylation promotes dendritic cell activation
**Source:** Nat Commun. 2019 Apr 23;10:1898. doi: 10.1038/s41467-019-09903-6

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For meRIP-seq test, data were detected using Tape Station 2200 system; For mRNA mass spectra test, data were collected using G3335AA MassHunter Qualitative Analysis Software(Agilent 1290 UPLC);For ribosome separating test, the expected ribosome fraction was acquired using flozell software (Piston Gradient Fractionator system);For dual luciferase report,data were recorded by Gene5 sotware(Promega reporter assay system).

Data analysis

Classic Excel was used for T-test; For FACS, BD FACSDiva and Flowjo software were used; For western blotting quantification of band was carried out by ImageJ software; Software and packages analyzing meRIP sequencing data were described under "m6A-meRIP-Seq and m6A-meRIP qPCR" section in supplementary methods.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

High-throughput sequencing data can be accessed in the Gene Expression Omnibus under accession number GSE108333.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Required sample sizes were decided based on experience and preliminary experiments.
Data exclusions	No data were excluded.
Replication	All high-throughput sequencing experiments were performed twice, and other assays were performed with no less than three replicates.
Randomization	All animal- and cell-based samples in each of the group were included and no method of randomization was applied.
Blinding	Blinding is not relevant to our study, as we need to know the genotypes of the mouse strains.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Antibodies for meRIP experiments: Rabbit anti-m6A polyclonal antibody (Synaptic Systems, Cat. No. 202003); Antibodies for western blotting: anti-Mettl3 (Proteintech, 15073-1-AP, 1:1000), anti-Mettl14 (Sigma, HPA0380021:1000), anti-Fto (Abcam, ab124892, 1:1000), anti-Wtap (Abcam, ab118339, 1:500), anti-p65 phosphorylated at Ser536 (CST, 3031S, 1:1000), anti-IKK α -IKK β phosphorylated at Ser176 and Ser180 (CST, 2697S, 1:1000), antibody to Erk phosphorylated at Thr202 and Tyr204 (9106S, 1:1000), anti-Jnk phosphorylated at Thr183 and Tyr185 (CST, 9255S, 1:1000), anti- β -actin (CST, 3700S, 1:10000), anti-Flag-HRP (CST, 2044S, 1:2000), anti-p65 (CST, 6956S, 1:1000), anti-p38 (CST, 9212S, 1:1000), anti-IkB α (CST, 9242S, 1:1000), anti-IKK β (CST, 8943S, 1:1000); Antibodies for FACS: PE Hamster anti-mouse CD11c (BD Biosciences, 553802), PerCP-Cy5.5 Hamster anti-mouse CD80 (BD Biosciences, 560526), PerCP-Cy5.5 anti-mouse CD86 (Biolegend, 105027), PE-Cy7 anti-mouse CD40 (Biolegend, 124621), PE-Cy7 anti-mouse I-Ab (Biolegend, 116420), PE-Cy7 anti-mouse CD4 (Biolegend, 100422), APC anti-mouse TCR V β 5.1 antibody (Biolegend, 139511), FITC anti-mouse CD45.2 Antibody (Biolegend, 109805).
Validation	All the primary antibodies were validated by the manufacturers. Antibodies for meRIP experiments were validated by previous study (Nature, 563, 249-253, doi.org/10.1038/s41586-018-0666-1).

Eukaryotic cell lines

Policy information about [cell](#)

lines Cell line source(s)	The HEK293T cells used in dual luciferase report assay and RIP-seq were purchased from ATCC.
Authentication	None of the cell lines have been authenticated.
Mycoplasma contamination	The cell lines were tested negative for mycoplasma contamination.
Commonly misidentified lines (See ICLAC register)	The cell lines used are not listed in the database of ICLAC.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

The wild-type C57BL/6,OT-II mice (which have transgenic expression of a T cell antigen receptor specific for chicken ovalbumin amino acids 323–339 (OVA(323–339)),CD45.1⁺ congenic mice and Mettl3^{fl/fl}CD11c-Cre mice were used. For in vivo immunization experiment, the OT-II mice,CD45.1⁺ congenic mice and Mettl3^{fl/fl}CD11c-Cre mice were used; For meRIP-seq, the wild-type C57BL/6;For RNA lifetime and ribosome profile assays, the Mettl3^{fl/fl}CD11c-Cre mice were used.

Wild animals

No wild animals were used.

Field-collected samples

No Field-collected samples were used.

Ethics oversight

All animal experiments were carried out according to National Institute of Health Guide for the Care and Use of Laboratory Animals, with the approval of the Scientific Investigation Board of Second Military Medical University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical Markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

For splenic DC, the whole spleen were grinded and filtered by 40µM nylon mesh filter to prepare single cell suspensions and the red blood cells were removing using Tris-NH4Cl, the CD11c⁺ DCs were separated after incubating with anti-CD11c microbeads for 15min; For BMDC, BM separated from mice were cultured in RPMI-1640 medium and differentiated to DC by adding GM-CSF and IL-4 ("BMDC preparation" in Supplementary methods); For splenic T cells, the whole spleen were grinded to single cells and the red blood cells were removing using Tris-NH4Cl, the CD4⁺ T cells were separated after incubating with anti-CD4 microbeads for 15min.

Instrument

/ BD LSR II and LS Fortessa

Software

BD FACSDiva and Flowjo software was used to analyze the data.

Cell population abundance

An aliquot of the sorted CD11c DC or CD4 T cells were always collected and run on a cytometer to verify purity of the samples collected. In addition, cell counts were performed on samples post sort to verify correct cell numbers.

Gating strategy

Dendritic cells were identified from whole spleen first by discrimination of cells by size (FSC-A by SSC-A). Following this, CD11c, I-Ab double positive cells were selected for phenotypic and percentage analysis; For analyzing the capacity of DC priming T cells activation in vivo, cells from whole lymph nodes were first gated by discrimination of cells by size (FSC-A by SSC-A) and followed by CD4 positive gate, then CD45.2 positive cells were further gated. For lentivirus transfection assay, dendritic cells were first discriminated by size (FSC-A by SSC-A). Then cells positive for both GFP and CD11c were gated for phenotypic analysis or for cell sorting.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

This checklist template is licensed under a Creative Commons Attribution 4.0 International License, which permits use, sharing, adaptation, distribution and reproduction in any medium or format, as long as you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The images or other third party material in this article are included in the article's Creative Commons license, unless indicated otherwise in a credit line to the material. If material is not included in the article's Creative Commons license and your intended use is not permitted by statutory regulation or exceeds the permitted use, you will need to obtain permission directly from the copyright holder. To view a copy of this license, visit <http://creativecommons.org/licenses/by/4.0/>

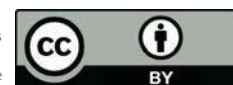

**Supplement:** Supplementary file 3 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

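RNA from imDC, maDC and DCreg was measured by meRIP-seq in 2 replicates per DC type, with an IP and an input library per replicate, 12 libraries in all. Samples were grouped by DC type as their labels name them. By the labels, replicate 1 of imDC and of maDC was prepared with a TruSeq kit and the other 4 replicates with NEBNext Ultra, while for the meRIP-seq libraries the paper's methods name NEBNext Ultra alone. The replicate columns of the lists were taken to follow the order of the sample labels, which could not be checked. DCreg had both replicates on NEBNext Ultra, so kit and DC type are partly confounded.

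For each DC type the authors deposited a list of m6A peaks with the RefSeq transcript, the position in it, the part of the transcript, the GGACT positions and the log2 enrichment in each replicate. As the paper and the labels describe it, reads were aligned to mm10 with TopHat2 2.0.14, extended to 150 bp and counted on the longest isoform of each gene in 100-bp windows at 10-bp steps. Windows under 1/20 of the top window of the transcript were left out. IP was compared with input by edgeR, whose version is not given in the sources used here, and a window was kept at an FDR under 1% and a log2 enrichment of at least 1 in both replicates. The enrichment is (a × d)/(b × c), where a and b are the IP counts of the window and of the median window of the transcript and c and d those of the input. The unit of all values used is thus log2 of IP over input, already normalized within each transcript and library. The lowest value in each list was 1, and the lists hold 0 other columns of values per sample. The read depth per library is unknown, so no count or detection limit could be given, and exact binomial intervals (95%, Clopper-Pearson) cover the counting of peaks only.

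Tables were read with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9. Peaks were joined to genes by their RefSeq transcript, since 52 transcripts in imDC, 74 in maDC and 59 in DCreg had no gene symbol and 21, 36 and 27 peaks had a symbol turned into a date. Of 9142 transcripts, 9077 were found in the annotation of GRCm38, the same assembly as mm10, and 8190 (89.6%) had a reference sequence that reached past the last peak, held GGACT at each listed position and held none in a peak without a listed position. Genome positions and motif tests used these alone, 88.3% of the peaks in imDC, 88.4% in maDC and 88.6% in DCreg. The listed motif position is 3 bases into the motif counted from 0, and the A is given here counted from 1.

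Genes with a peak were counted per list, and maDC-only genes are those with a peak in maDC and none in the other type. Motif shares were compared with 1 random window of the same length per peak by the exact McNemar test (seed 1). Gene lists were compared by Fisher's exact test, two-sided, against the genes with a peak in any DC type, with Benjamini-Hochberg adjustment over 58 tests (29 lists in 2 comparisons) for maDC-only genes and over 58 for the reverse direction. The lists were co-stimulatory and co-inhibitory molecules, TLR signaling, the NF-κB pathway, NLR signaling, TNF signaling, proinflammatory cytokines, chemokines and their receptors, MHC class I and class II presentation, interferon-stimulated genes, negative regulators of TLR and cytokine signaling, apoptosis, cell cycle and division, DNA repair, mitochondrial ribosome and translation, rRNA processing and ribosome biogenesis, RNA polymerase subunits, the proteasome, N-glycan synthesis and ER protein processing, oxidative phosphorylation, fatty acid and sterol metabolism, m6A machinery, lysosomal proteases, and markers of DC, of spleen endothelial and stromal cells, of macrophages, of neutrophils and of lymphocytes, with the genes of Supplementary Table 1 as the last. Peaks shared by maDC and another type overlapped by at least 50% of the shorter peak in the same transcript, and their log2 enrichment was compared with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with 2 replicates per type and no block. A peak is shared only if it passed the authors' threshold in all 4 replicates, so changes at other peaks are outside this test. The replicate number names a shared kit in maDC and imDC, but the deviations of the replicates from their means did not go together across shared peaks (correlation -0.117), and for DCreg the number names nothing shared, so the block was an alternative.

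The genes named in the text were chosen by a rule set before the data were examined. They are the genes the paper names, up to 10 genes per direction and comparison and 10 peaks per list with the highest lower enrichment of the 2 replicates, up to 4 members per gene list by the same rank, and the 10 shared peaks with the largest difference past the threshold. Those shared peaks also had to change the same way in both replicate pairs. Names of the form Gm and digits, Rik clones and genes without a symbol were skipped. Members listed beside a gene list's count are all or some of those counted and were chosen after their values were seen where they fall outside this rule.

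The tests were tried on simulated data. With GGACT planted in 30% of peaks, the test gave 41.9%, 42.2% and 41.4% in the peaks of imDC, maDC and DCreg against 16.8%, 17.2% and 16.7% in control windows, and p of 0.115, 0.898 and 0.162 with equal planting. Of 100 random lists of 13 genes, 3 were called for maDC-only genes against imDC and 6 against DCreg at an unadjusted p under 0.05, and of 100 lists of 50 genes, 4 in each comparison. All 100 of each size were called at the same unadjusted p where 60% of the members were maDC-only, a share set in advance. This recovery holds for that share alone and not for the adjusted p used on the gene lists. A first version of the simulation for limma, with noise drawn from the raw SD of each peak, recovered none of the planted changes, and the noise, now from moderated SDs, and the planted sizes were then changed, so the recovery holds for that noise alone. With simulated log2 changes of 2 in 100 peaks limma recovered 38 for maDC against imDC and 50 for maDC against DCreg, and with changes of 4 it recovered 100 in both, with 1 false call over 8300 peaks and 10 over 8468.

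Alternatives were a stricter enrichment of 1.5 or 2, protein-coding genes only, transcripts in place of genes, 1 peak per gene, other motifs and control windows, other rules for the part of the transcript, other backgrounds and a one-sided test for gene lists, other overlaps, a replicate block, centring, no trend, and leaving out each replicate. The input reads drawn in Supplementary Fig. 1a and the mRNA, lifetime and ribosome data of the paper were not analysed here.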

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

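Of the tests and counts below, those of matrix genes and of endothelial genes were chosen only after the result was seen.

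The paper describes the m6A of Cd40 in maDC. In imDC, on which the paper does not report for this gene, the peak at the stop codon of Cd40 had a log2 enrichment of 4.18 in the lower of its 2 replicates. Among genes that the paper does not name, 17 cell cycle and division genes and 6 markers of spleen endothelial and stromal cells had a peak in DCreg and none in maDC, and the 3′UTR peak of Cd274 had a maDC minus DCreg difference of -4.30, which was -2.71 (adjusted p = 0.0938) without DCreg replicate 2 and -5.89 without DCreg replicate 1.

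The share of peaks at the start codon or in the 5′UTR was highest in imDC and lowest in DCreg. By the labels imDC and maDC were made with the same 2 kits, so the design does not set them apart by kit. Peaks near the threshold were tested at a log2 enrichment of at least 2, where imDC still had 26.5% against 15.5% in maDC, which argues against them. Between maDC and DCreg the kit is partly confounded with the DC type. By the labels both DCreg replicates and maDC replicate 2 were made with NEBNext Ultra and maDC replicate 1 with TruSeq, while the paper names NEBNext Ultra alone for the meRIP-seq libraries. Each list was called jointly on both replicates, so its share of 5′ peaks cannot be split by kit. The enrichment of replicate 1 less that of replicate 2 was higher at 5′ peaks than at other peaks by 0.15 in imDC, 0.27 in maDC and 0.139 in DCreg, so a shift of this kind was present with 1 kit too, and a biological difference between the DC types stays open as well.

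More peaks were listed in maDC than in imDC. Transcripts absent in imDC were tested as the cause in genes with a peak in both types, which still held 1.35 times as many peaks in maDC, and this argues against them as the whole cause. A lower enrichment throughout in imDC was tested by lowering its threshold from 2 to 1.79, by the median difference of 0.205 at shared peaks, which took the ratio from 2.02 (6144 against 3045 peaks) to 1.54 (6144 against 3986). This median was 0.34 without maDC replicate 1, 0.09 without maDC replicate 2, 0.153 without imDC replicate 1 and 0.299 without imDC replicate 2, so its sign held and its size varied with the replicates. Lower enrichment in imDC, with peaks lost at the threshold, may account for a part. From the lists it cannot be told apart from more methylation in maDC, the biological explanation that the LPS stimulation offers, since the depth of the libraries is unknown. Apart from the peaks, the paper reports more m6A in maDC than in imDC by HPLC–MS/MS and dot blot, and an increase of Mettl3, Mettl14 and Wtap.

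Matrix genes among the markers of spleen endothelial and stromal cells had peaks in DCreg and not in maDC. DCreg were co-cultured with spleen endothelial cells, so RNA from the endothelial cells of the co-culture is a candidate source, although the CD11c microbeads that the labels name for separating the DC would remove such cells if used after the co-culture. Of 9 abundant matrix and cytoskeleton genes of the list, 6 had a DCreg peak and no maDC peak. These are the same 6 genes that gave the excess, so their count is not a separate test of this source. Of the 20 endothelial genes of the list, 0 had a DCreg peak and no maDC peak (with a peak, 1 in imDC, 5 in maDC and 3 in DCreg). Fn1 also had 1 peak in imDC, Vim had a peak in imDC only, and Kdr, Stab1 and Vwf had peaks in both maDC and DCreg. The matrix genes are also expressed by fibroblasts and, in part, by macrophages, and RNA from other cells cannot be told apart from a change in the DC themselves without the abundance of the transcripts.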

How the results depend on the processing

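The region of the peak centre, the joining of adjoining peaks, the counts by gene name as listed, the lists matched on length, the cytokine list without Il1rn and the crossed replicate block were chosen after the data were seen, and the other alternatives before. Over 59 results and 264 alternatives, 153 were kept, 54 moved, 48 no longer passed, 5 newly passed and 4 changed direction. Kept means the same direction and side of the threshold for a test, or a value within the main interval for a share or correlation. For a count it means within a fixed factor of the main count. That factor is wide, since the maDC genes falling from 8049 to 6108 at an enrichment of 1.5 were kept. Where no cause is named, the cause was not tested.

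A stricter enrichment leaves fewer peaks by construction. At 1.5 there were 5847 peaks in imDC, 10794 in maDC and 8216 in DCreg, and 3938 genes in imDC. At 2 there were 3045, 6144 and 4764 peaks on 2350, 4104 and 3359 genes, and 317 imDC-only genes. Replicate correlations at 2 were 0.320, 0.562 and 0.446, and with 1 peak per gene 0.660 in maDC. The genes lower in Mettl3KO maDC with a maDC peak fell to 21 at 2.

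RRACH kept its excess in peaks in maDC (92.8% against 91.5% in control windows) and DCreg (92.9% against 90.6%). The motif share changed direction for RRACH in imDC (89.4% in peaks against 91.6%) and for DRACH in imDC (92.9% against 96.7%) and maDC (95.8% against 96.7%), and for DRACH in DCreg it no longer passed (96.1% against 95.8%). These motifs occur in most windows of this length, so they separate peaks from control windows little.

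The CDS share by the peak start was 49.5% in imDC, 53.0% in maDC and 58.9% in DCreg, and by the peak centre 50.9%, 51.2% and 57.3%. It was 35.6% in imDC and 37.3% in maDC at an enrichment of 2, and 46.1% in DCreg with codon regions of 100 nucleotides. The share at the start codon and in the 5′UTR was 18.9%, 12.5% and 7.29% by the peak centre, 15.5% in maDC and 9.19% in DCreg at 2, and 12.2% in DCreg with the codon regions of 100 nucleotides. In every one of these settings imDC had the highest share at the start codon and in the 5′UTR and DCreg the highest CDS share of the 3 types. With 1 peak per gene the metagene share around the start codon was 31.7% in imDC and that around the stop codon 19.7%, 26.3% and 21.7%.

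maDC-only genes numbered 666 against imDC and 606 against DCreg when only maDC had to reach 2. Counted as peaks without an overlap they were 8553 and 8285, and with an overlap under 50% also counted as none, 8861 and 8675.

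With all protein-coding genes as background, 12 lists passed among maDC-only genes against imDC and 11 against DCreg. Odds ratios were then 4.40 for NLR signaling and 2.71 for TNF signaling against imDC, 3.90 for TNF signaling and 3.64 for the NF-κB pathway against DCreg, and 5.01 for DNA repair among DCreg-only genes, and all 5 newly passed. This background also holds genes without a peak in any type. At an enrichment of 1.5, 0 lists passed by Fisher's exact test against imDC and 0 among DCreg-only genes, while 2 passed among maDC-only genes against DCreg, the mitochondrial list (odds ratio 5.66, adjusted p = 0.000278) and the genes lower in Mettl3KO maDC (3.11, adjusted p = 0.0443), and the cytokines did not (2.41, adjusted p = 0.567). The odds ratios at 1.5 were 2.04 for NLR signaling and 0.882 for TNF signaling against imDC, and 1.24 for TNF signaling and 1.93 for the NF-κB pathway against DCreg. Without Il1rn, whose product blocks the IL-1 receptor, 8 of 12 cytokines were maDC-only against DCreg, at an odds ratio of 6.30, and the list still passed.

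For shared peaks of maDC and imDC, limma gave 0 with the replicate block (252 at an unadjusted p under 0.05), and the crossed block, tried since the replicate deviations had a correlation of -0.117, gave 1. Leaving out each replicate in turn gave 0 to 107, with the highest count, 45 higher and 62 lower in maDC, without imDC replicate 2. For maDC and DCreg, whose replicates share only a number, the block gave 1, a reciprocal overlap of 0.8 gave 11 of 4682 peaks, fewer being tested, and limma without the trend gave 0 (601 at an unadjusted p under 0.05). Leaving out each replicate gave 1 to 135, with 1 without maDC replicate 1, 2 without maDC replicate 2, 8 without DCreg replicate 2 and 135 (24 higher and 111 lower in maDC) without DCreg replicate 1. The lone replicate is then assumed to vary like those of the other type. The adjusted p of Cd274 ranged from 9.91e-06 to 0.148 over 8 alternatives, and its difference was -4.60 without maDC replicate 1, -4.00 without maDC replicate 2, -5.89 without DCreg replicate 1 and -2.71 without DCreg replicate 2. Of the 10 shared peaks named for DCreg, 10 passed with any overlap and with centring, 5 of the 5 tested with reciprocal overlap, 9 without DCreg replicate 1, 4 without DCreg replicate 2, 2 without maDC replicate 2, 1 without maDC replicate 1, 1 with the block and 0 without the trend.

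The read depth is unknown, which limits every statement about a missing peak.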

Differences from the paper's values

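The paper states that the correlations between replicates were mostly over 0.85, a value of the paper for a quantity that its text does not name. Pearson's r of the log2 enrichment across peaks was 0.398 in imDC, 0.642 in maDC and 0.503 in DCreg. Of the alternatives set before the data were examined, neither 1 peak per gene (0.391, 0.660 and 0.513) nor peaks at a log2 enrichment of at least 2 (0.320, 0.562 and 0.446) reached the paper's value. All these peaks had passed a threshold in both replicates. Such a cut narrows the range of values and can lower r, and the cut at 2 narrows it further. The values therefore cannot decide whether the paper's correlations hold.

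The paper's gene counts, 6004 in imDC, 7990 in maDC and 6624 in DCreg, were close to the 6041, 8049 and 6658 counted here through the RefSeq transcript. The shares of peaks per transcript part match the numbers printed in Supplementary Fig. 1a, and all 18 enrichment values of Supplementary Table 3, over 9 peaks, match the lists within 0.001.

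The paper reports an enrichment of NLR and TNF signaling among the transcripts with new m6A in maDC against imDC, and of TNF and NF-κB signaling against DCreg. None of these 4 lists passed against the genes with a peak in any DC type (adjusted p = 0.301, 0.950, 0.350 and 0.753). With all protein-coding genes as background, set before the data were examined, all 4 passed, at odds ratios of 4.40, 2.71, 3.90 and 3.64. The lists used here were written for this comparison and are not the KEGG lists. The paper also associates the changes with DNA repair and the cell cycle. By Fisher's exact test DNA repair did not pass among DCreg-only genes (adjusted p = 0.121) except with the same wider background (odds ratio 5.01). The cell cycle passed among DCreg-only genes (adjusted p = 7.81e-05 from the same test) but not at a log2 enrichment of at least 1.5 (odds ratio 2.72). Its transcripts may be absent or rare in maDC, so this excess cannot be told apart from a difference in expression.

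Of IL-6, IL-12b and H2-Eb2, the paper names IL-6 and H2-Eb2 as having m6A peaks. Both had peaks here, and Il12b, listed without a symbol, had 2 in maDC, with log2 enrichments of 1.61 and 2.02, and 1.21 and 1.27.

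The paper places m6A peaks of Socs1 in its 3′UTR in maDC. No peak is listed here for Socs1, while Socs3 had 2 peaks in its 3′UTR in maDC, and the primers of Supplementary Table 6 are named for Socs3. The paper gives the modified A of Socs3 as nucleotide 1547, and the A of GGACT in that peak is nucleotide 1546 counted from 1. The positions given for Cd80, Cd40 and Tirap, 531, 1002 and 1508, match the A found here.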

Other observations

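The lists matched on transcript length were chosen after the data were seen.

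Of the genes that install, remove or read m6A, Ythdf1 had 3 peaks in maDC, 2 in DCreg and none in imDC, Wtap 2 in maDC, 1 in DCreg and none in imDC, and Mettl14 1 in imDC, 2 in DCreg and none in maDC. Fto had 1 peak in imDC, 1 in maDC and 2 in DCreg, and Alkbh5 had 5, 4 and 2. No peak is listed here for Mettl3. As a list, 6 of 20 genes of the m6A machinery had a maDC peak and no imDC peak and 2 of 20 a maDC peak and no DCreg peak, and neither count passed (Fisher's exact test, adjusted p = 0.950 and 0.607). Lysosomal proteases had 2 of 15 in each comparison (adjusted p = 0.674 and 0.753).

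Markers of other cells did not pass among maDC-only genes. Against imDC and DCreg the counts were 5 and 3 of 13 for spleen endothelial and stromal cells (adjusted p = 0.674 and 1), 5 and 2 of 16 for macrophages (adjusted p = 0.950 and 0.674), 3 and 4 of 9 for neutrophils (adjusted p = 0.917 and 0.607), and 1 and 6 of 17 for DC (adjusted p = 0.289 and 0.615).

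A maDC peak that overlaps a peak of another list lies in a gene with a peak in that list by definition. Peaks without an overlap must therefore lie in such genes less often than maDC peaks as a whole. Of all 17316 maDC peaks, 13488 were in genes with a peak in imDC and 13980 in genes with one in DCreg. Of 8553 maDC peaks without an overlapping imDC peak, 4725 (55.2%) were in genes with another peak in imDC, and of 8285 without an overlapping DCreg peak, 4949 (59.7%) were in genes with one in DCreg.

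In a permutation test with random lists matched on transcript length, 10000 per list, the excess of mitochondrial genes had p = 0.0006 against imDC and 0.0076 against DCreg, and that of the cytokines p = 0.0053 against DCreg. For the genes lower in Mettl3KO maDC, and for the cell cycle and stromal lists among DCreg-only genes, the permutation p was 0.0001, the smallest these draws can give. Matching on length does not remove the choice of the Mettl3KO list by mRNA level in maDC.

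The strongest peaks of genes with a peak in DCreg and none in maDC were those of Camk2a (5.20 and 4.98), Cx3cr1, the receptor of fractalkine (4.88 and 5.24), and Rfx3 (4.79 and 5.37). In imDC against maDC they were those of Fxr2 (2.98 and 2.82), Gpr153 (2.66 and 2.77) and Klf11 (3.46 and 2.60).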
